# Isorhamnetin Alleviates Steatosis and Fibrosis in Mice with Nonalcoholic Steatohepatitis

**DOI:** 10.1038/s41598-019-52736-y

**Published:** 2019-11-07

**Authors:** Munkhzul Ganbold, Yohei Owada, Yusuke Ozawa, Yasuhiro Shimamoto, Farhana Ferdousi, Kenichi Tominaga, Yun-Wen Zheng, Nobuhiro Ohkohchi, Hiroko Isoda

**Keywords:** Drug discovery, Liver fibrosis, Non-alcoholic steatohepatitis

## Abstract

Nonalcoholic steatohepatitis (NASH) is the most severe and progressive form of nonalcoholic fatty liver disease (NAFLD), which can lead to life-threatening conditions, however, there is still no approved drug for the treatment of NASH. In this study we used human-like NASH mouse model and treated orally with isorhamnetin at a dose of 50 mg/kg to analyze the effect of isorhamnetin on the progression of NASH. NASH-induced mice represented severe steatosis with inflammation, and fibrosis in liver accompanied with high level of liver injury markers in serum. Isorhamnetin treatment reduced intrahepatic lipid accumulation and TG content by inhibiting *de novo* lipogenic pathway in NASH-induced mice. Consistent with this, isorhamnetin-treated NASH mice showed improved liver injury markers, reduced collagen deposition as well as decreased gene expression of fibrogenic markers. Taken together, here we showed for the first time that synthesized isorhamnetin alleviates pathologic features of NASH and thus can potentially contribute to NASH drug development.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is one of the leading causes of chronic liver disease in the worldwide, with its global prevalence of 25% among adult population^1^. NASH is characterized by hepatic lipid accumulation exceeding 5% of liver weight in the absence of heavy alcohol consumption associated with the histological features of hepatocyte damage, lobular inflammation, and fibrosis. The most commonly used hypothesis on its etiology is called “Two-hit theory” in which the “first hit” usually arising from metabolic complications of obesity, insulin resistance, diabetes mellitus, and metabolic syndrome. Oxidative stress, immune system, inflammation, gut and adipose tissue-derived factors, and genetic background, grouped as the “Second hit”, are shown to play an important role in the progression of NASH from NAFLD by inducing liver injury and fibrosis. Instead of a single risk factor in natural course of NASH, simultaneous persistence of more than one metabolic disorder may play pivotal role by causing subsequent pathologic features. However, the relevant signaling pathways and molecular mechanisms responsible for its progression from NAFLD to NASH remain unexplained. This gap in our knowledge considerably limits drug development against NASH. Other than lifestyle modification through diet and exercise, there are currently no other approved treatments for NASH^2,3^.

It is worth to mention that a suitable animal model is crucial in the research progress of drug discovery. Several diet- and drug-induced mouse models have been used for their morphologic and histopathologic similarities to human NASH. Methionine and choline deficient (MCD) diet-induced NASH mice model is a commonly used aggressive NASH model, however, this model seems to develop neither peripheral insulin resistance nor obesity^4,5^. Similarly, HFD-induced NAFLD rodent model could not develop hepatic fibrosis, the most important histological predictor for NASH progression in human. Nonetheless, neither MCD diet-induced NASH mice model nor HFD-induced NAFLD rodent model could represent full NASH hallmarks if the real pathologic context of human NASH needs to be considered. Kubota *et al*. and Tsuchida *et al*. proposed a combination of diet and chemical inducers for murine NASH models, however, it requires 8 and 12 weeks until NASH resembling features occur^6,7^. Interestingly, Owada *et al*. used triple combination of diet and chemical inducers to develop human-like NASH in murine within 4 weeks^8^. Thus, in this study, we used the NASH model developed by Owada *et al*. which represents all pathologic features present in human NASH^8^.

Natural flavonoids have been shown to have bioactive effects against metabolic diseases^9–11^. Isorhamnetin is a natural flavonoid found in several plants and plant-derived foods as well as an immediate metabolite of quercetin. It has been shown to inhibit proliferation of breast and lung cancer cells^12,13^, protect HepG2 cells against oxidative stress^14^, attenuate inflammatory bowel disease^15^, and repress adipogenesis in 3T3-L1 cells^16^. Research studies including investigations in our laboratory showed its antioxidant, anti-obesity, and antifibrotic effects in rodents treated with isorhamnetin or plant extracts rich in isorhamnetin^17–19^. Its aglycone parent – quercetin was already demonstrated to possess anti-fibrotic and hepatoprotective activity^20,21^, however, reports on bioavailability of quercetin showed that a majority of the absorbed latter is found in its methylated form – isorhamnetin which is maintained in plasma longer than quercetin^22,23^. It strongly implies a potential role of isorhamnetin as a mediator of the beneficial effect of quercetin. Structurally, previous comparative analysis revealed that aglycone flavonoids exert more biological activity compared to their glycones^24^.

Those collected evidence led us to hypothesize that isorhamnetin may have efficient biological activity against hallmark features of NASH. To this end, we induced NASH in mice and treated them with isorhamnetin by oral gavage and evaluated its biological efficacy in the NASH model.

## Results

### Isorhamnetin reduced liver weight without affecting body weight in NASH-induced mice

Morphologically, livers from both NASH-induced (NASH) and NASH treated with isorhamnetin (NASH + ISO) groups were significantly enlarged and pale in color indicating fatty liver aspect compared to those of control (CTL) group, which were reddish-brown in color and small-sized (Fig. 1a). Compared to CTL group, the other two groups had increased food intake in calories and weight gain. However, no significant difference was observed in daily calorie intake and change in body weight between NASH and NASH + ISO groups (Fig. 1b,c) although both groups slightly lost body weight and food intake by the end of experiment which is specific to this model. Liver weight of NASH and NASH + ISO groups were indifferent (Fig. 1d). In contrast, liver on body weight ratio, which is extensively used as a clinical parameter to assess liver enlargement, was significantly reduced in NASH + ISO mice compared to NASH group (Fig. 1e), suggesting that isorhamnetin decreased liver weight before affecting body weight.

**Figure 1:**
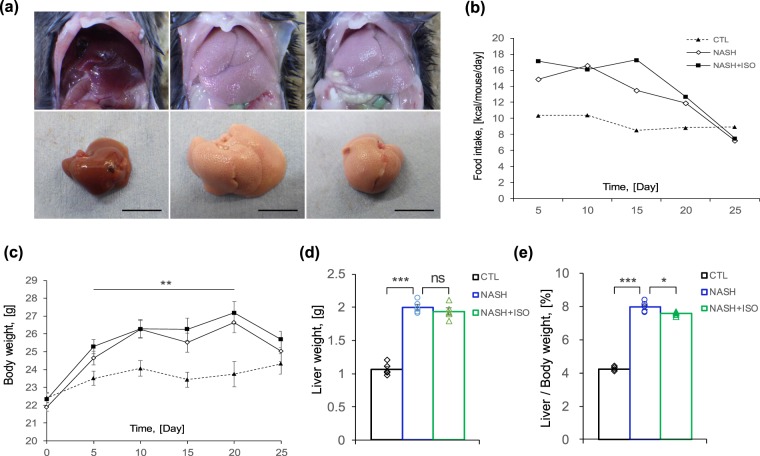
Biometrics of NASH-induced mice treated with isorhamnetin. (**a**) Representative liver aspect of experimental groups: control (CTL), NASH-induced (NASH), and NASH-induced with isorhamnetin treatment (NASH + ISO) group (scale bar = 1 cm). (**b**) Average food intake in calories of experimental groups presented as kcal per mouse per day (n = 8/group). (**c**) Body weight change (n = 8/group). (**d**) Effect of isorhamnetin on liver weight (n = 5/group, NASH vs. NASH + ISO: p = 0.389) and (**e**) liver on body weight ratio (n = 5/group, NASH vs. NASH + ISO: p = 0.025). Data are shown as mean ± SEM with significance *p < 0.05, **p < 0.01, ***p < 0.001 and ns = non-significant.

### Isorhamnetin ameliorated liver histopathology of mice with NASH

Histopathological evaluation remains the standard method to diagnose and evaluate NASH. Therefore, liver steatosis was evaluated with Hematoxylin and Eosin (HE) and oil red O staining (Fig. 2a,b). Compared to the CTL group, NASH-induced liver exhibited severe accumulation of lipids exceeding 37% of oil red O positive area, whereas isorhamnetin treatment mitigated it until 22% (Fig. 2e). Concordant with the ameliorated steatosis, the triglycerides (TG) content in liver was also significantly reduced in NASH + ISO group compared to NASH group (76 mg/g and 99 mg/g of liver weight, respectively, p = 0.029) (Fig. 2f). This finding correlates with the reduced liver to body weight ratio observed in NASH + ISO mice.

**Figure 2:**
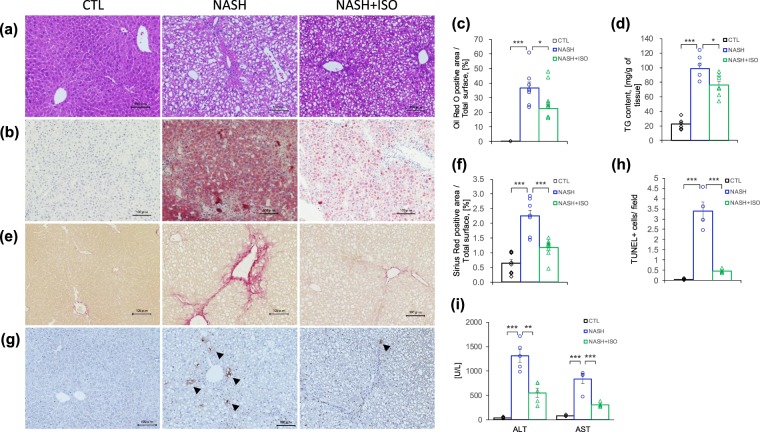
Effect of isorhamnetin on histopathology of NASH-induced mouse liver. Representative microscopic images of HE-stained (**a**), and oil red O-stained (**b**) liver sections (scale bar = 0.1 mm). (**c**) Quantification of oil red O positive area (n = 8/group, NASH vs. NASH + ISO group: p = 0.017). (**d**) Quantification of triglycerides in liver (mg/g of tissue, n = 6/group in CTL and NASH, n = 7 in NASH + ISO group, NASH vs. NASH + ISO: p = 0.029). (**e**) Representative microscopic images of Sirius red-stained liver sections (scale bar = 0.1 mm). (**f**) Quantification of Sirius red positive area of liver section (n = 8/group). (**g**) Representative microscopic images of apoptotic cells detected by TUNEL staining in liver sections (scale bar = 0.1 mm). Black arrow show TUNEL positive cells. Hematoxylin counterstaining. **(h**) Number of TUNEL positive cells per x20 field (n = 4/group). (i) Serum level of ALT and AST measured by automated biochemical analyzer (n = 5/group, ALT value of NASH vs. NASH + ISO: p = 0.0017) Data are shown as mean ± SEM with significance *p < 0.05, **p < 0.01 and ***p < 0.001.

One of the NASH features that distinguish it from benign steatosis is hepatic fibrosis characterized by excessive deposition of extracellular matrix (ECM). To address this hallmark, we evaluated collagen deposited area stained with Sirius red-stained (Figs 2c, and S1). NASH-induced liver showed greater collagen deposition surrounding portal vein than in those of CTL group. Interestingly, NASH-induced mice, when treated with isorhamnetin, had diminished collagen. The morphometric analysis further confirmed that isorhamnetin treatment reduced deposition of collagen from 2.25 to 1.17% of total surface (p < 0.001 vs. NASH) (Fig. 2g), indicating that isorhamnetin treatment efficiently improved fibrotic condition of NASH-induced liver.

Consistent damage in the liver leads to hepatocyte death by apoptosis and necrosis when the liver fails to respond adequately to this pathologic condition^25^, and increasing number of apoptotic cells contribute to exacerbating the progression of fibrosis^26^. Serum levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST), enzymes indicating liver injury state, were increased significantly in NASH-induced mice compared to CTL (p < 0.001 for both enzymes). However, NASH + ISO group had significantly decreased ALT and AST enzyme levels when compared with NASH group (p < 0.01 and p < 0.001 vs. NASH, respectively), suggesting that NASH-induced liver was less injured when treated with isorhamnetin (Fig. 2i). Moreover, highest number of apoptotic cells was found in NASH-induced mice compared to other two groups revealed by TUNEL assay (Fig. 2d,h). In addition, isorhamnetin treatment on hepatocyte and hepatic stellate cell lines did not affect the cell viability after 24 h (Fig. S2,a,b). Lipid accumulation induced by oleic and palmitic acid in HepG2 cells was not affected by isorhamnetin treatment (Fig. S2,c). These findings collectively suggest that isorhamnetin treatment alleviated histopathologic condition of NASH-induced liver by reducing steatosis, fibrosis, and number of apoptotic cells.

### Gene expression profile and related pathways following NASH-induction and changes after isorhamnetin treatment

To clarify the expression pattern of genes in the liver following the induction of NASH and its changes regulated by isorhamnetin treatment, we have performed a microarray gene expression analysis. 

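Liver RNA was read on 6 Affymetrix MG-430 PM arrays, 2 for each of 3 groups of mice: CTL, NASH and NASH+ISO. NASH was induced with a diet giving 60% of its calories as fat from day 0 to day 24, with 4 injections of CCl4 at 0.1 ml/kg, which injures the liver. From day 20 to day 24 the same mice received 5 injections of T0901317 at 2.5 ml/kg, an agonist of the LXR receptors that switch on genes of lipid synthesis. NASH+ISO mice were also given 50 mg/kg isorhamnetin by mouth daily from day 11 to day 24, and livers were taken on day 25. The sample descriptions call the 2 arrays of each group technical repeats, while the study had 8 mice per group, so every error and p-value of these arrays measures spread between arrays and not between mice. The paper gives 100 ng of RNA per array and the sample descriptions 9.4 µg. The authors deposited log2 signals made with RMA, which puts the arrays on a common scale. Array medians over the 45037 tested probe sets were 3.50 and 3.50 in CTL, 3.46 and 3.46 in NASH, and 3.50 and 3.49 in NASH+ISO. The 2 arrays of a group differed by a median of 0.0529 log2 in CTL, 0.0472 in NASH and 0.0525 in NASH+ISO. Group means differed more: by a median of 0.148 log2 between CTL and NASH, 0.128 between CTL and NASH+ISO and 0.115 between NASH and NASH+ISO. Groups were compared with limma, and the small number of arrays limits the precision of every value.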

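Genes of lipid synthesis and of DNA replication were among the largest rises in NASH livers against CTL, here as log2 differences with n = 2 arrays per group. Scd2, which desaturates fatty acids, went from 4.36 ± 0.18 to 10.28 ± 0.018 log2 (SD), a rise of 5.92 (SE 0.0779, adjusted p = 2.87e-08). Pnpla3, a lipase of lipid droplets, rose by 4.28 (SE 0.0453, adjusted p = 2.21e-08), Fabp5, which carries fatty acids, by 4.39 (SE 0.0825, adjusted p = 8.64e-08), and Mvd, of cholesterol synthesis, by 3.88 (SE 0.0548, adjusted p = 3.21e-08). Mcm4 and Mcm6, parts of the helicase that opens DNA for replication, rose by 4.36 (SE 0.0388, adjusted p = 1.26e-08) and 3.71 (SE 0.0629, adjusted p = 5.69e-08). Mcm5 was near background in CTL (2.81 ± 0.076), so its rise is given as at least 31.2-fold (adjusted p = 2.21e-08). Afp, made by fetal hepatocytes, rose at least 16.7-fold (adjusted p = 1.26e-08), Ly6d by 4.08 (SE 0.139, adjusted p = 8.58e-07) and D9Wsu90e at least 12.8-fold (adjusted p = 2.21e-08). Among the largest falls, Hsd3b5, a steroid dehydrogenase of male liver, fell by 5.81 (SE 0.0818, adjusted p = 3.21e-08), and Cyp2c54, a P450 enzyme, fell by 3.52 (SE 0.0538, adjusted p = 4.11e-08). Oat and Hal, which break down amino acids, changed by -3.81 (SE 0.0519, adjusted p = 2.89e-08) and -3.67 (SE 0.0477, adjusted p = 2.87e-08), and Etnppl by -3.43 (SE 0.0375, adjusted p = 2.21e-08). Pck1, of glucose synthesis, changed by -3.41 (SE 0.0413, adjusted p = 2.59e-08) and the repressor Bcl6 by -3.05 (SE 0.039, adjusted p = 2.8e-08). Clec2h, Hectd2os and the glutamate transporter Slc1a2 reached background in NASH, at least 18.5-fold, 20.4-fold and 17.2-fold lower (adjusted p = 9.7e-09, 9.7e-09 and 2.88e-08). By the study's thresholds 1621 probe sets passed, 1121 higher and 500 lower in NASH, and the same number passed with adjusted p in place of unadjusted p. At any fold change, 22152 probe sets (49.2%) differed at adjusted p. Averaging all probe sets of a gene, dim ones included, brings Scd2 to 2.70, Mcm5 to 2.29, Afp to 1.96, Pck1 to -2.07, Bcl6 to -1.80, Clec2h to -2.87 and Slc1a2 to -1.58. A brighter probe set that names several genes, Fabp5 among them, rose by 2.01.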

Among the 45078 probe sets, the number of genes with fold change greater than ± 2.0 and p value threshold of less than 0.05 compared to CTL were considered as differentially expressed genes (DEGs) as shown in volcano plot (Fig. 3a). The number of upregulated DEGs in NASH was remarkably reduced in NASH + ISO (Fig. 3b). 

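Genes of DNA replication were among the largest falls in NASH+ISO against NASH: Mcm4 changed by -2.74 (SE 0.0388, adjusted p = 3.29e-07), Mcm5 by -2.64 (SE 0.0578, adjusted p = 1.24e-06), Mcm3 by -2.44 (SE 0.0484, adjusted p = 8.13e-07) and Mcm6 by -2.26 (SE 0.0629, adjusted p = 3.15e-06), as log2 differences with n = 2 arrays per group. Cdt1 and Cdc6 load this helicase onto DNA: Cdt1 changed by -2.21 (SE 0.0399, adjusted p = 6.14e-07), and Cdc6, near background in NASH+ISO, was at least 3.61-fold lower (adjusted p = 4.25e-07). The checkpoint kinase Chek1 changed by -2.29 (SE 0.0603, adjusted p = 2.59e-06) and the zinc finger gene Zfp367 by -2.43 (SE 0.0775, adjusted p = 4.38e-06). Serpina7, the carrier of thyroid hormone, changed by -2.45 (SE 0.0393, adjusted p = 4.25e-07) and Serpina4-ps1 by -2.31 (SE 0.0452, adjusted p = 8.05e-07). The largest rises were in the repressors Zbtb16, by 2.81 (SE 0.0414, adjusted p = 3.29e-07), and Bcl6, by 2.71 (SE 0.039, adjusted p = 3.29e-07), which had both fallen in NASH. After them came 1810053B23Rik, by 2.15 (SE 0.0571, adjusted p = 2.7e-06), the signalling gene Rgs16, by 2.07 (SE 0.0622, adjusted p = 3.94e-06), and G6pdx, of the pentose phosphate pathway, by 2.06 (SE 0.0768, adjusted p = 7.54e-06). Sds and Hal, which break down amino acids, rose by 1.86 (SE 0.039, adjusted p = 1.04e-06) and 1.83 (SE 0.0477, adjusted p = 2.48e-06). Gpcpd1 rose by 1.84 (SE 0.0393, adjusted p = 1.1e-06), Ppp1r3g, of glycogen synthesis, by 1.82 (SE 0.0549, adjusted p = 3.94e-06) and Rcan2 by 1.73 (SE 0.0814, adjusted p = 1.71e-05). In NASH+ISO against CTL, 964 probe sets passed the study's thresholds, 608 higher and 356 lower, and the same number passed at adjusted p. NASH+ISO and NASH were also compared directly, which gave 347 probe sets, 107 higher and 240 lower in NASH+ISO. At any fold change, 19229 probe sets (42.7%) differed between NASH+ISO and CTL at adjusted p and 16752 (37.2%) between NASH+ISO and NASH. As the average of all probe sets, Mcm5 changes by -1.46, Mcm3 by -1.37, Cdt1 by -1.17, Chek1 by -0.76, Zfp367 by -1.22, Bcl6 by 1.57, Gpcpd1 by 0.76 and Rcan2 by 0.99.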

The 404 overlapping genes were found between NASH and NASH + ISO (Fig. 3c). 

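The genes furthest from CTL in NASH+ISO were far from it in NASH too. In NASH+ISO against CTL, Scd2 was higher by 6.34 (SE 0.0779, adjusted p = 3.4e-08), Ly6d by 4.69 (SE 0.139, adjusted p = 7.47e-07), Fabp5 by 4.49 (SE 0.0825, adjusted p = 1.03e-07) and Pnpla3 by 4.21 (SE 0.0453, adjusted p = 3.39e-08), and Afp at least 11-fold (adjusted p = 3.39e-08), with n = 2 arrays per group. Hsd3b5 differed by -6.16 (SE 0.0818, adjusted p = 3.52e-08) and Oat by -4.82 (SE 0.0519, adjusted p = 3.39e-08), while Hectd2os, Clec2h and Slc1a2 were at least 20.4-fold, 18.5-fold and 17.2-fold lower (adjusted p = 9.59e-09, 9.59e-09 and 3.52e-08). The 2 comparisons with CTL share 679 probe sets past the thresholds in the same direction, 446 higher and 233 lower, and 1 in opposite directions. This is 41.9% of the probe sets called in NASH and 70.4% of those called in NASH+ISO, with 941 called in NASH alone and 284 in NASH+ISO alone. Unrelated lists of these sizes would share 15.1 higher and 3.95 lower. Both comparisons use the same CTL arrays, which by itself ties their differences together. The differences had a covariance of 0.116 and a correlation of 0.778 across probe sets, against 0.00152 and 0.500 in simulated data where array noise in shared controls is the one link. Array noise thus accounts for little of the covariance, while how far these CTL samples stand from other control mice is not in these figures. The 2 CTL arrays are technical repeats, so giving 1 to each comparison would not make the controls independent. On average over a gene's probe sets, Scd2 is 3.13, Afp 1.63, Clec2h -2.92 and Slc1a2 -1.56. The brighter probe set that names Fabp5 among several genes is 2.13.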

In gene ontology (GO) analysis, the upregulated genes resulting from the overlapped genes were greatly associated with lipid metabolism (GO:0006629), oxidation reduction process (GO:0055114), metabolic (GO:0008152) especially fatty acid (GO:0006631) and cholesterol (GO:0008203) metabolic processes (Fig. 3d), while downregulated genes were related to oxidation-reduction (GO:0055114), epoxygenase P450 pathway (GO:0019373), and methylation process (GO:0032259) (Fig. 3e). 

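Lipid synthesis led the genes higher in both diseased groups: de novo lipogenesis gave 14 of 23 genes, with 0.287 expected, adjusted p = 3.81e-20 (Fisher's exact test), among them Fasn, Srebf1 and Elovl6. For cholesterol synthesis the figures were 14 of 25 genes, with 0.312 expected, adjusted p = 1.02e-19, among them Sqle and Fdps. Genes of lipid droplets and fatty acid uptake, such as Cd36 and Fabp4, gave 5 of 21 genes, with 0.262 expected, adjusted p = 2.77e-05. The oxidative stress list led by the transcription factor NRF2, with Srxn1, Pgd and Gstm3, gave 8 of 28 genes, with 0.349 expected, adjusted p = 1.09e-08. Genes outside metabolism were enriched too: proliferation, with Rrm2 and Mki67, gave 11 of 34 genes, with 0.424 expected, adjusted p = 2.26e-12. Activated stellate cell genes, with Acta2 and Ccn2, gave 4 of 22 genes, with 0.275 expected, adjusted p = 0.000599. Recruited macrophage genes gave 3 of 18 genes, with 0.225 expected, adjusted p = 0.00501. They are Cd9, Lgals3 and Fabp5, which the lipid droplet and uptake list holds too. The macrophage list as a whole was not raised in NASH+ISO against CTL. Its median was 0.0035 log2: 5 were higher, 4 lower and 9 did not pass (camera, adjusted p = 0.548). Among the lower genes, the male-biased liver genes stood out with 8 of 14 genes, with 0.0799 expected, adjusted p = 8.54e-14, Hsd3b5 and Elovl3 among them. Pericentral hepatocyte genes, such as Oat and Glul, gave 6 of 15 genes, with 0.0856 expected, adjusted p = 1.61e-09, and periportal genes, such as Hal and Pck1, 5 of 15 genes, with 0.0856 expected, adjusted p = 1.32e-07. Bile acid genes gave 3 of 20 genes, with 0.114 expected, adjusted p = 0.00127. Of these, Cyp7b1 and Slco1a1 were counted among the male-biased genes too. These figures take 1 probe set per gene, with 258 genes higher and 118 lower in both groups out of 20670. The test treats genes as independent, while genes of a pathway move together.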

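Fatty acid oxidation genes driven by the receptor PPARA were higher in both diseased groups in 5 of 26 genes, with 0.325 expected, adjusted p = 7.29e-05 in Fisher's exact test. They are Acot1 and Acot2, which split fatty acyl-CoA, Ehhadh, of peroxisomal oxidation, Pdk4, which turns mitochondria from sugar to fat, and Cyp4a14. In NASH against CTL, Acot1 rose by 3.68 (SE 0.07, adjusted p = 8.83e-08), Ehhadh by 3.50 (SE 0.0403, adjusted p = 2.21e-08), Pdk4 by 2.76 (SE 0.0516, adjusted p = 8.51e-08) and Acot2 by 2.19 (SE 0.0466, adjusted p = 1.33e-07). In NASH+ISO against CTL the differences were 2.92, 3.18, 2.11 and 2.02 (adjusted p = 2.94e-07, 3.4e-08, 3.16e-07 and 2.59e-07; n = 2 arrays per group). Targets of LXR, the receptor activated by the injected T0901317, gave 6 of 16 genes, with 0.2 expected, adjusted p = 1.7e-07, among them Lpl, Cyp7a1, Scd2, Fasn and Srebf1. Scd2, Fasn and Srebf1 were counted under de novo lipogenesis too. Lpl, which frees fatty acids from lipoproteins, was higher by 2.45 (SE 0.0384, adjusted p = 4.63e-08) in NASH and by 2.83 (SE 0.0384, adjusted p = 3.52e-08) in NASH+ISO. Cyp7a1, the first enzyme of bile acid synthesis, was higher by 2.65 (SE 0.0462, adjusted p = 6.48e-08) and 1.57 (SE 0.0462, adjusted p = 7.11e-07).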

Along with the GO process, the upregulated genes were enriched in the metabolic pathways (mmu01100), biosynthesis of antibiotics (mmu01130), fatty acid metabolism (mmu01212), and PPAR signaling pathway (mmu03320) in Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis (Fig. 3d). In addition, metabolic pathways, retinol metabolism (mmu00830), and steroid hormone biosynthesis (mmu00140) pathways enriched by downregulated genes were top-ranked in KEGG pathway (Fig. 3e). These data show that isorhamnetin treatment reduced the number of altered gene expressions due to the induction of NASH.

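Genes of xenobiotic P450 and retinol metabolism were lower in both diseased groups in 8 of 29 genes, with 0.166 expected, adjusted p = 5.68e-11 in Fisher's exact test. Among them, Cyp1a2 went from 10.55 ± 0.014 log2 in CTL to 8.58 ± 0.023 in NASH and 7.76 ± 0.04 in NASH+ISO (SD, n = 2 arrays). Aox3, an aldehyde oxidase, changed by -2.32 (SE 0.0402, adjusted p = 6.22e-08) in NASH and by -2.99 (SE 0.0402, adjusted p = 3.52e-08) in NASH+ISO, both against CTL, and Cyp2c50 by -1.36 (SE 0.0378, adjusted p = 3.61e-07) and -1.78 (SE 0.0378, adjusted p = 1.98e-07). Cyp2c54 differed by -4.11 (SE 0.0538, adjusted p = 3.44e-08) between NASH+ISO and CTL. Cyp1a2 and Cyp2c50 were counted among the pericentral genes above too, and Cyp2f2 among the periportal ones. The family did not move as a block, as Cyp2b9, a P450 gene biased to female liver, rose by 1.75 (SE 0.0583, adjusted p = 7.68e-07) in NASH. Of the 29 genes measured, 10 rose, 16 fell and 3 did not pass at adjusted p over all genes, or 10 and 16 adjusted over the list alone in NASH, with a median of -0.37 (camera, adjusted p = 0.0605, and 0.023 after median centring). In NASH+ISO against CTL, 9 were higher, 18 lower and 2 did not pass, or 9 and 18 adjusted over the list alone, with a median of -0.36 (adjusted p = 0.00608, and 0.123 with an estimated correlation). Between NASH+ISO and NASH the list's median was -0.25: 5 were higher, 16 lower and 8 did not pass, or 7 and 17 adjusted over the list alone (adjusted p = 0.00172, and 0.0974 with an estimated correlation). Cyp1a2 was lower still in NASH+ISO than in NASH, at -0.82 (SE 0.0411, adjusted p = 2.05e-05), and so was Aox3, at -0.67 (SE 0.0402, adjusted p = 4.02e-05). Rdh9, which oxidises retinol, had risen in NASH by 1.60 (SE 0.0383, adjusted p = 2.04e-07) and stood at -0.82 (SE 0.0383, adjusted p = 1.65e-05) in NASH+ISO against NASH. Cyp2b10 was higher, by 0.65 (SE 0.0377, adjusted p = 3.67e-05).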

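Most probe sets raised in NASH were lower in NASH+ISO than in NASH, and most did not return to within 1.5-fold of CTL. Zbtb16 and Bcl6 came back: Zbtb16 was at 7.67 ± 0.039 log2 in CTL, 5.34 ± 0.022 in NASH and 8.16 ± 0.022 in NASH+ISO, and Bcl6 at 8.13 ± 0.02, 5.08 ± 0.026 and 7.79 ± 0.0064 (SD, n = 2 arrays). G6pdx moved away instead, from 4.64 ± 0.14 to 6.28 ± 0.1 and 8.34 ± 0.027. Of the 1121 probe sets higher in NASH past the thresholds, 880 were lower in NASH+ISO than in NASH at adjusted p, 94 were higher still and 147 did not pass. Their median difference from CTL was 1.31 log2 in NASH and 0.86 in NASH+ISO. Of these, 307 were within 1.5-fold of CTL in NASH+ISO and 171 had come back by at least 2-fold. Of the 500 lower in NASH, 327 were higher in NASH+ISO than in NASH, 70 lower still and 103 did not pass, and the median went from -1.28 to -0.96. Of those, 94 were within 1.5-fold of CTL. The paper concludes that isorhamnetin lowered the number of genes altered by NASH, reading this from the counts against CTL.

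**Figure D1:**
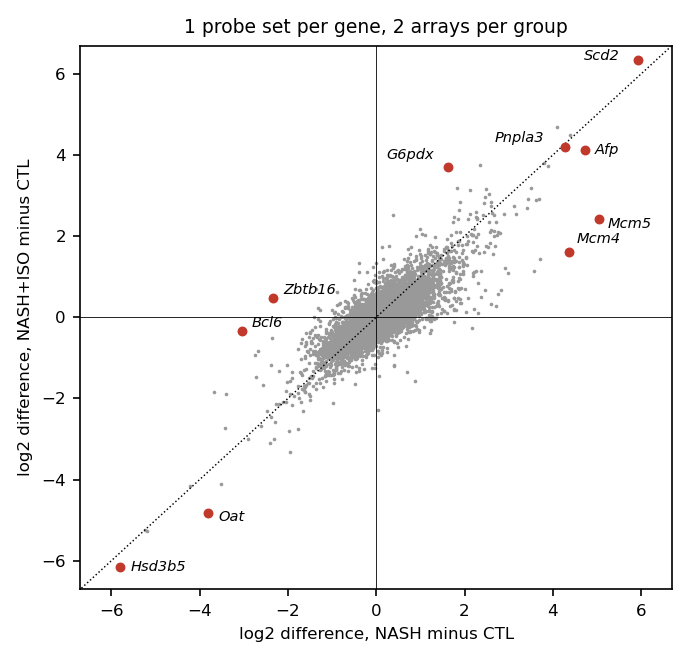
Log2 difference from CTL in NASH (horizontal) and in NASH+ISO (vertical), 1 probe set per gene, with the line of equal change dotted. Most genes far from 0 in NASH lie nearer 0 in NASH+ISO, while G6pdx lies farther.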

**Figure 3:**
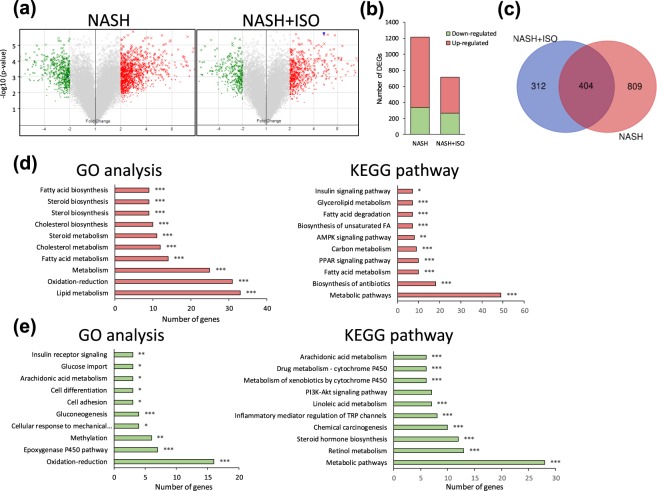
Hepatic gene expression profile in NASH and NASH + ISO group compared to CTL group. (**a**) Volcano plot of DEGs with fold-change over ± 2.0 (green: down-regulated, and red: up-regulated genes) between NASH vs. CTL, and NASH + ISO vs. CTL. **(b**) Quantitation of number of DEGs. (**c**) Venn diagram showing the overlap of DEGs between NASH vs. CTL, and NASH + ISO vs. CTL. GO process analysis and KEGG pathway for the up-regulated 257 genes (**d**) and down-regulated 147 genes (**e**) from overlapping 404 DEGs with p-value as *p < 0.05, **p < 0.01, ***p < 0.001.

### Changes in lipid metabolic process and inhibition of de *novo* lipogenesis

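Genes of lipid synthesis and of fatty acid oxidation were raised in NASH against CTL. The de novo lipogenesis list holds genes of fatty acid and triglyceride synthesis and their regulators. Its median over 23 genes was 1.13 log2: 21 rose, 2 fell and 0 did not pass at adjusted p over all genes, or 21 and 2 adjusted over the list alone (camera, adjusted p = 2.92e-11, and 0.0607 with an estimated correlation). Fasn, the fatty acid synthase, went from 8.75 ± 0.0049 to 11.35 ± 0.003 log2 (SD, n = 2 arrays), a rise of 2.61 (SE 0.0375, adjusted p = 3.45e-08), and Elovl6, which lengthens fatty acids, rose by 2.56 (SE 0.0393, adjusted p = 4.2e-08). For cholesterol synthesis the median of 25 genes was 1.36: 24 rose, 0 fell and 1 did not pass, or 24 and 0 adjusted over the list alone (adjusted p = 9.05e-15, and 0.0654 with an estimated correlation). Fdps rose by 3.12 (SE 0.0412, adjusted p = 2.87e-08) and Sqle by 2.72 (SE 0.0531, adjusted p = 9.34e-08). LXR targets had a median of 0.94 over 16 genes: 12 rose, 1 fell and 3 did not pass, or 13 and 1 adjusted over the list alone (adjusted p = 1.13e-06, and 0.0637 with an estimated correlation). Fatty acid oxidation and PPARA targets had a median of 0.48 over 26 genes: 20 rose, 1 fell and 5 did not pass, or 21 and 1 adjusted over the list alone (adjusted p = 4.19e-08, and 0.0607 with an estimated correlation). Lipid droplet and uptake genes were split, with a median of -0.02 over 21 genes: 7 rose, 8 fell and 6 did not pass, or 8 and 8 adjusted over the list alone (adjusted p = 0.511). Among them Cd36, the fatty acid uptake receptor, rose by 2.26 (SE 0.0422, adjusted p = 8.48e-08), Fabp4 by 1.74 (SE 0.0407, adjusted p = 1.85e-07) and Abhd5 by 1.77 (SE 0.0456, adjusted p = 2.77e-07). Lipoprotein secretion genes had a median of 0.09 over 16 genes: 7 rose, 3 fell and 6 did not pass, or 8 and 3 adjusted over the list alone (adjusted p = 0.0218, and 0.146 with an estimated correlation). This call is also lost among probe sets brighter than the median (0.117) and after quantile normalization (0.0608). Apoa4 rose by 2.61 (SE 0.039, adjusted p = 3.71e-08) and Mttp, which loads lipid onto apolipoprotein B, by 1.45 (SE 0.0381, adjusted p = 2.89e-07). With all probe sets averaged, Fdps rises by 1.55, Fabp4 by 0.98 and Abhd5 by 1.04.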

The substantial numbers of genes were upregulated in lipid metabolism with the development of NASH as revealed by the GO analysis (Fig. S3). Thus, we analyzed the genes (58 genes in total) identified by heat map comparing NASH vs. CTL and NASH + ISO vs. CTL (Fig. 4a). 

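Cholesterol synthesis and fatty acid oxidation genes were lower in NASH+ISO than in NASH by small steps. Msmo1 and Cyp51, which take methyl groups off sterols, differed by -0.87 (SE 0.0419, adjusted p = 1.83e-05) and -0.55 (SE 0.0435, adjusted p = 0.000124) log2, Insig1, which holds back sterol synthesis, by -0.42 (SE 0.0388, adjusted p = 0.000227), and Acat2 was higher by 0.56 (SE 0.0388, adjusted p = 7.2e-05) (n = 2 arrays per group). Over 25 cholesterol synthesis genes the median was -0.15: 4 were higher, 13 lower and 8 did not pass at adjusted p over all genes, or 5 and 16 adjusted over the list alone (camera, adjusted p = 0.00468, and 0.236 with an estimated correlation). Acot1, Pdk4 and Hadha, of fatty acid oxidation, differed by -0.76 (SE 0.07, adjusted p = 0.00023), -0.65 (SE 0.0516, adjusted p = 0.000124) and -0.49 (SE 0.0398, adjusted p = 0.00013), while Pex11a, which divides peroxisomes, was higher by 0.37 (SE 0.0392, adjusted p = 0.000419). Over the 26 genes of fatty acid oxidation and PPARA targets the median was -0.14: 2 were higher, 15 lower and 9 did not pass, or 2 and 16 adjusted over the list alone (adjusted p = 0.0022, and 0.0974 with an estimated correlation). Lipid droplet and uptake genes went up by a median of 0.18: 11 were higher, 3 lower and 7 did not pass, or 11 and 3 adjusted over the list alone (adjusted p = 0.00815, and 0.123 with an estimated correlation). The droplet proteins Plin5 and G0s2 were higher by 0.85 (SE 0.0401, adjusted p = 1.74e-05) and 0.67 (SE 0.0401, adjusted p = 4.09e-05), Fabp4 by 0.62 (SE 0.0407, adjusted p = 5.59e-05), and Pparg, at background in NASH+ISO, was at least 1.06-fold lower (adjusted p = 0.0106). LXR targets had a median of 0.00 over 16 genes: 6 were higher, 6 lower and 4 did not pass, or 6 and 6 adjusted over the list alone (adjusted p = 0.834). Cyp7a1 and the cholesterol exporter Abcg1 differed by -1.08 (SE 0.0462, adjusted p = 1.22e-05) and -0.56 (SE 0.0426, adjusted p = 0.000101). After quantile normalization the calls for cholesterol synthesis and fatty acid oxidation are lost (adjusted p = 0.0844 and 0.0612), and without NASH replicate 2 that for Pparg (adjusted p = 0.0569). Averaged over all probe sets, Msmo1 differs by -0.20, Fabp4 by 0.31 and Pex11a by 0.22. Lipoprotein secretion genes had a median of 0.02: 3 were higher, 6 lower and 7 did not pass, or 4 and 6 adjusted over the list alone (adjusted p = 0.615).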

Interestingly, the reduced level of expression for 42 genes was found in NASH + ISO compared to NASH. Next, we sought to distinguish genes by pathway axis which is involved in lipid metabolic process. As expected, the essential gene expressions in fatty acid metabolism, steroid biosynthesis, and PPAR signaling pathway were invariably decreased in NASH + ISO, while the median change of gene expression level in fatty acid degradation was not different between groups although a slight decrease in genes associated with fatty acid degradation was observed in NASH + ISO group (Fig. 4b and Supplementary Dataset). Moreover, *de novo* lipogenesis (DNL) is known to contribute nearly 30% of lipid accumulation in liver^27,28^. Thus, we evaluated the individual genes identified as the key regulators in DNL pathway such as Sterol regulatory element binding protein 1 (SREBP1c), fatty acid synthase (FAS), and acetyl-Coenzyme A carboxylase alpha (ACC1)^27,29^. 

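The direct comparison of NASH+ISO with NASH splits these genes. In fatty acid metabolism, Acsl4, which activates long fatty acids, Acaa2 and Acsl3 differed by -0.78 (SE 0.0415, adjusted p = 2.56e-05), -0.57 (SE 0.0372, adjusted p = 5.59e-05) and -0.31 (SE 0.0586, adjusted p = 0.00552) log2, and Ehhadh by -0.32 (SE 0.0403, adjusted p = 0.000892) (n = 2 arrays per group). Acaca, whose enzyme makes malonyl-CoA, was higher by 1.06 (SE 0.0408, adjusted p = 8.33e-06), read on a probe set that names several genes. In steroid biosynthesis, Soat1, which stores cholesterol as esters, Lipa and Sc5d differed by -1.15 (SE 0.043, adjusted p = 7.6e-06), -0.70 (SE 0.0416, adjusted p = 3.98e-05) and -0.63 (SE 0.0372, adjusted p = 3.79e-05), and Dhcr7 was higher by 0.37 (SE 0.0604, adjusted p = 0.00288). In PPAR signaling, Scd2 and Lpl were higher by 0.42 (SE 0.0779, adjusted p = 0.00518) and 0.38 (SE 0.0384, adjusted p = 0.000342). Over the study's lists on its own probe sets, fatty acid metabolism (13 genes) had a median of 2.04 in NASH and 1.74 in NASH+ISO, both against CTL. It was -0.19 for NASH+ISO against NASH: 3 were higher, 7 lower and 3 did not pass at adjusted p over all genes, or 3 and 7 adjusted over the list alone (camera, adjusted p = 0.053). Steroid biosynthesis (9 genes) had a median of 1.66 in NASH and 1.54 in NASH+ISO, both against CTL. It was -0.40 for NASH+ISO against NASH: 1 was higher, 6 lower and 2 did not pass, or 1 and 7 adjusted over the list alone (adjusted p = 0.00114, and 0.0745 with an estimated correlation). PPAR signaling (10 genes) had a median of 2.50 in NASH and 2.19 in NASH+ISO, both against CTL. It was -0.13 for NASH+ISO against NASH: 3 were higher, 5 lower and 2 did not pass, or 3 and 5 adjusted over the list alone (adjusted p = 0.0786). Fatty acid degradation (7 genes) had a median of 1.40 in NASH and 1.38 in NASH+ISO, both against CTL. It was -0.32 for NASH+ISO against NASH: 0 were higher, 6 lower and 1 did not pass, or 0 and 6 adjusted over the list alone (adjusted p = 0.000178, and 0.0698 with an estimated correlation). Genes are shared between these lists, Ehhadh and Acsl4 among them. Every gene of these 4 lists rose at least 2-fold in NASH on these same arrays, so the lists are not independent evidence of direction.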

We found that mRNA expression of SREBP1c, FAS, consistent with the corresponding protein level (Fig. 4d), and ACC1 was significantly upregulated (p < 0.001) in NASH-induced liver compared to CTL group, while SREBP1c-mediated DNL pathway was considerably inhibited (p < 0.001 for all genes) in NASH + ISO group when compared with NASH group (Fig. 4c). Decreased level of apolipoprotein B (*ApoB*), a rate-determining protein of lipid export in liver, is observed in NASH. The ApoB gene expression level was significantly reduced in NASH group compared to CTL but the level in NASH + ISO was similar to that of NASH group (Fig. 4c). These findings collectively show that the substantially altered lipid metabolic process in NASH was efficiently improved, and DNL was in part inhibited by the isorhamnetin treatment.

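Genes of the de novo lipogenesis list were, on the arrays, mostly higher in NASH+ISO than in NASH, but only 2 of them by at least 1.5-fold. The list is wider than the genes the paper measured and includes triglyceride synthesis genes such as Lpin1 and Agpat2. Lpin1, which makes diacylglycerol, went from 9.64 ± 0.022 log2 in CTL to 8.65 ± 0.024 in NASH and 9.82 ± 0.0047 in NASH+ISO (SD, n = 2 arrays), a rise of 1.17 (SE 0.0389, adjusted p = 5.1e-06) over NASH. Pklr, the liver pyruvate kinase, was higher by 0.79 (SE 0.0375, adjusted p = 1.78e-05), Agpat2 by 0.53 (SE 0.0371, adjusted p = 7.36e-05), and Acacb, which makes the malonyl-CoA that curbs fat oxidation, by 0.51 (SE 0.0523, adjusted p = 0.000352). Elovl6 was higher by 0.47 (SE 0.0393, adjusted p = 0.000146) and Fasn by 0.23 (SE 0.0375, adjusted p = 0.00288). Srebf1, the transcription factor of the pathway, was lower by a small step, -0.14 (SE 0.0387, adjusted p = 0.0282), and this call is lost without any 1 of the NASH or NASH+ISO arrays (adjusted p = 0.0702 to 0.128) and after quantile normalization (0.146). Pnpla3 did not pass (-0.07, adjusted p = 0.279). On the study's probe sets, the desaturase genes Scd1 and Fads1 did not pass (-0.04 and -0.02, adjusted p = 0.479 and 0.743), and Fads2 was lower (-0.23, adjusted p = 0.00346). Over 23 genes the median was 0.30, above 100% of 10000 random lists matched on mean level: 15 were higher, 3 lower and 5 did not pass at adjusted p over all genes, or 15 and 3 adjusted over the list alone (camera, adjusted p = 0.000602, and 0.0974 with an estimated correlation). Against CTL the median in NASH+ISO was 1.38: 22 were higher, 1 lower and 0 did not pass, or 22 and 1 adjusted over the list alone (adjusted p = 1.9e-15, and 0.0882 with an estimated correlation). As the average of all probe sets, the median against NASH is 0.16, with Pklr at 0.29 and Acacb at 0.31. The paper concludes that altered lipid metabolism was improved and that de novo lipogenesis was in part inhibited, from gene lists against CTL, qPCR and protein blots. It also reports less oil red O stain and less liver triglyceride in NASH+ISO than in NASH.

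**Figure D2:**
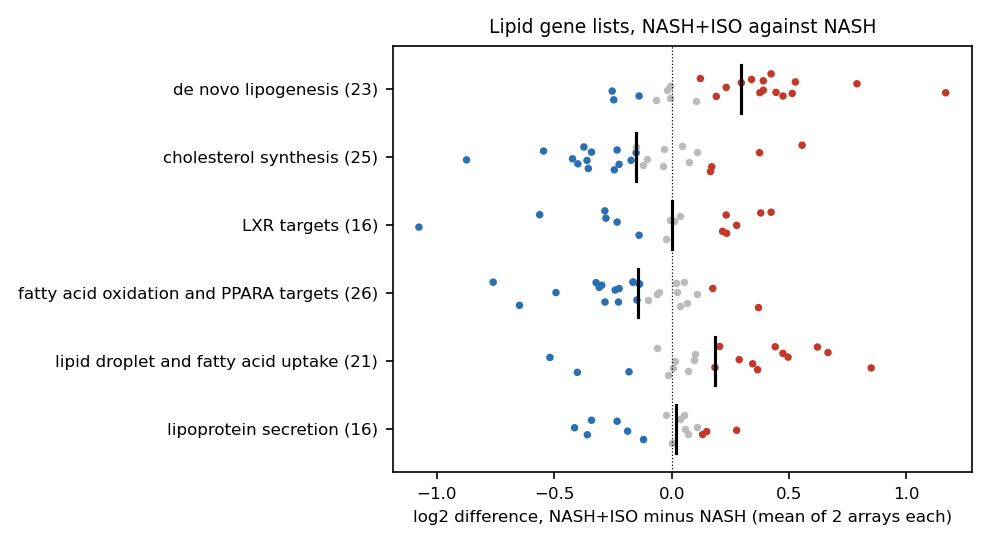
Log2 difference of NASH+ISO from NASH for each gene of 6 lipid lists (red higher, blue lower, grey not past adjusted p; bar at the median). The de novo lipogenesis median lies at 0.30.

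**Figure D3:**
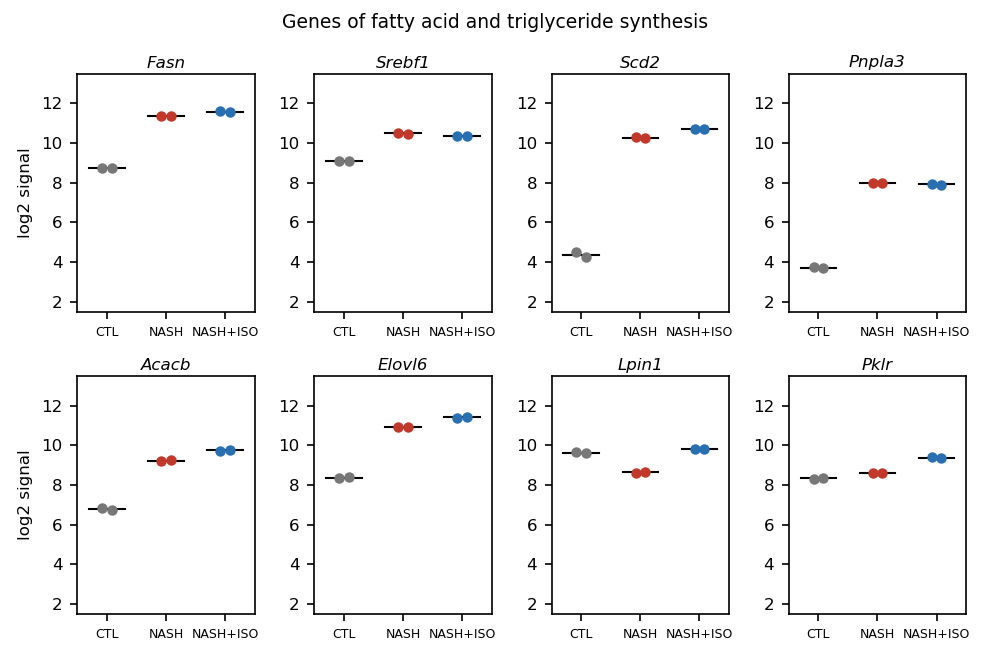
Log2 signal of 8 lipogenic genes on each array of CTL, NASH and NASH+ISO (line at the group mean). Fasn and Acacb lie higher in NASH+ISO than in NASH.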

**Figure 4:**
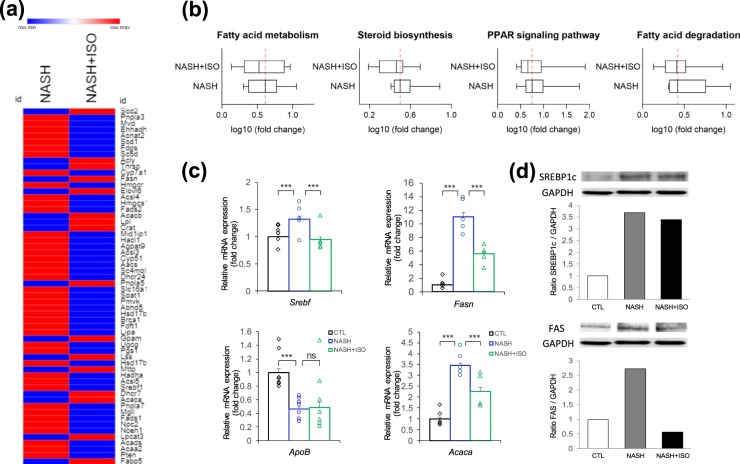
Changes in lipid metabolic process. (**a**) Heat map showing DEGs involved in lipid metabolic pathways between NASH and NASH + ISO compared to CTL group. (**b**) Box plot with median averaging genes involved in fatty acid metabolism (13 genes averaged), steroid biosynthesis (9 genes averaged), PPAR signaling pathway (10 genes averaged), and fatty acid degradation (7 genes averaged). Red dash line shows the median of NASH group (**c**) Relative mRNA expression level of de novo lipogenic genes (n = 4–6/group) by qPCR analysis. Data are shown as mean ± SEM with significance ***p < 0.001. (**d**) Immunoblot analysis for SREBP1c and Fatty acid synthase (FAS) in liver tissue and quantification of band intensities normalized to GAPDH.

### Changes in oxidation reduction process and activation of HSCs

Oxidative stress is well known to be one of the main drivers in the development of fibrosis and cell death by causing cell damage and liver injury^30,31^. In response to hepatic insults and increased secretion of pro-inflammatory cytokines such as transforming growth factor beta (TGFβ), HSCs become activated from the quiescent state which leads to excessive deposition of extracellular matrix (ECM) and eventually scarring. 

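Genes switched on by NRF2, the transcription factor that answers oxidative stress, were mostly raised in NASH. Me1, which supplies NADPH, rose by 2.41 (SE 0.0448, adjusted p = 8.31e-08) log2 against CTL, Pgd, of the pentose phosphate pathway, by 1.77 (SE 0.042, adjusted p = 1.97e-07), and Srxn1, which repairs peroxiredoxins, by 1.87 (SE 0.037, adjusted p = 9.83e-08). Me1 is in the de novo lipogenesis list as well, so its rise is not particular to NRF2. Gstm3, a glutathione transferase, went from 8.38 ± 0.014 to 10.32 ± 0.003 log2 (SD, n = 2 arrays), a rise of 1.94 (SE 0.0378, adjusted p = 9.32e-08), and Gsr, which renews glutathione, rose by 0.86 (SE 0.0421, adjusted p = 4.29e-06). Gsta2 fell by 1.74 (SE 0.0421, adjusted p = 2.15e-07). On average over a gene's probe sets, Srxn1 rises by 1.05. Over 28 genes the median was 0.47: 19 rose, 6 fell and 3 did not pass at adjusted p over all genes, or 19 and 6 adjusted over the list alone (camera, adjusted p = 0.000566, and 0.147 with an estimated correlation).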

Expression level of genes implicated in oxidation reduction process was greatly elevated in NASH (Fig. S3). When all upregulated redox gene expressions (57 genes in total) occurred in NASH were compared with NASH + ISO in heat map, important proportion of genes (41 genes) expression was decreased in NASH + ISO (Fig. 5a). 

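Between NASH+ISO and NASH, most measured NRF2 targets were lower, while G6pdx and Pgd, which make NADPH, were higher. Gsr and Txnrd1, which keep glutathione and thioredoxin reduced, differed by -0.52 (SE 0.0421, adjusted p = 0.000134) and -0.48 (SE 0.0384, adjusted p = 0.000121) log2, and Srxn1 and Gstm3 by -0.39 (SE 0.037, adjusted p = 0.000266) and -0.35 (SE 0.0378, adjusted p = 0.000433) (n = 2 arrays per group). Pgd was higher by 0.70 (SE 0.042, adjusted p = 4.14e-05) and, against CTL, by 2.47 (SE 0.042, adjusted p = 8.09e-08). G6pdx, the enzyme before it in the pathway, was higher by 3.70 (SE 0.0768, adjusted p = 1.77e-07) against CTL. Over 28 genes the median was -0.20: 3 were higher, 17 lower and 8 did not pass at adjusted p over all genes, or 3 and 19 adjusted over the list alone (camera, adjusted p = 0.000567, and 0.135 with an estimated correlation). Against CTL the median in NASH+ISO was 0.09: 12 were higher, 8 lower and 8 did not pass, or 12 and 8 adjusted over the list alone (adjusted p = 0.0569, and 0.0417 and 0.0468 without CTL replicate 2 and without NASH+ISO replicate 1). With all probe sets averaged, Txnrd1 no longer passes (-0.04, adjusted p = 0.468) and Gstm3 differs by -0.60. The study's 57 redox genes appear only in a picture, so they were not used here as a list.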

To yield a clearer understanding of the effect of isorhamnetin on redox-mediated processes, we further analyzed genes implicated in HSCs activation, proliferation, Nrf2-mediated oxidative stress and apoptosis. The mean expression level of genes involved in HSC activation such as transforming growth factor beta receptor 1 (*Tgfbr1*) and several types of collagen was significantly greater in NASH, and decreased to near CTL level in NASH + ISO, indicating the activation of HSCs was decreased after isorhamnetin treatment (Fig. 5b and Supplementary Dataset). 

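The collagens Col1a1 and Col3a1 rose in NASH and were back near CTL in NASH+ISO. Col1a1 was at 5.37 ± 0.026 log2 in CTL, 6.50 ± 0.023 in NASH and 5.37 ± 0.091 in NASH+ISO (SD, n = 2 arrays), differences of 1.13 (SE 0.0521, adjusted p = 3.22e-06) for NASH against CTL and -1.13 (SE 0.0521, adjusted p = 1.57e-05) for NASH+ISO against NASH. Col3a1 differed by 1.00 (SE 0.0375, adjusted p = 1.25e-06) and -0.90 (SE 0.0375, adjusted p = 1.07e-05). Pdgfrb, a growth factor receptor of stellate cells, differed by 1.80 (SE 0.038, adjusted p = 1.29e-07) and -1.63 (SE 0.038, adjusted p = 1.63e-06). Col5a1, another fibril collagen, rose by 0.31 (SE 0.0526, adjusted p = 0.0025) in NASH and did not pass in NASH+ISO against NASH (0.05, adjusted p = 0.483). Col4a2, of basement membranes, rose by 1.39 (SE 0.0488, adjusted p = 9.86e-07) in NASH and was 1.54 above CTL in NASH+ISO (adjusted p = 1e-06). Tgfbr1 was at 6.64 ± 0.0062, 6.62 ± 0.0088 and 6.02 ± 0.035: NASH did not pass against CTL (-0.02, adjusted p = 0.706), and NASH+ISO stood at -0.60 (SE 0.0393, adjusted p = 5.52e-05) from NASH. After quantile normalization NASH is lower than CTL in Tgfbr1 (-0.14, adjusted p = 0.0215). S100a6 and Fstl1 differed between NASH+ISO and NASH by -1.56 (SE 0.0884, adjusted p = 3.27e-05) and -1.14 (SE 0.0629, adjusted p = 2.94e-05). On the study's own probe sets, 26 genes of stellate cell activation had a median of 0.52 in NASH against CTL: 16 rose, 4 fell and 6 did not pass at adjusted p over all genes, or 16 and 4 adjusted over the list alone (camera, adjusted p = 3.18e-05, and 0.0361 with an estimated correlation). In NASH+ISO against CTL the median was 0.01 (adjusted p = 0.0947). Against NASH it was -0.12: 3 were higher, 13 lower and 10 did not pass, or 3 and 13 adjusted over the list alone (adjusted p = 0.00143, and 0.0903 with an estimated correlation). The paper groups these genes after an earlier publication, and whether these arrays played a part in the choice is not given in the sources used here. Averaged over all probe sets, Col1a1 differs by 0.68 and -0.71, Pdgfrb by 0.98 and -1.03, and Tgfbr1 by -0.15 between NASH+ISO and NASH.

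On lists fixed in advance, collagen and matrix had a median of 0.31 in NASH: 22 rose, 6 fell and 7 did not pass, or 22 and 6 adjusted over the list alone (adjusted p = 0.000213, and 0.107 with an estimated correlation). In NASH+ISO it was -0.02 against CTL (adjusted p = 0.951). Against NASH the matrix median was -0.23: 2 were higher, 21 lower and 12 did not pass, or 3 and 21 adjusted over the list alone (adjusted p = 1.9e-05, and 0.0974 with an estimated correlation). Activated stellate cell genes had a median of 0.36 in NASH: 13 rose, 0 fell and 9 did not pass, or 13 and 0 adjusted over the list alone (adjusted p = 5.67e-05, and 0.107 with an estimated correlation). NASH+ISO against CTL gave 0.12 (adjusted p = 0.0605, and 0.046 without CTL replicate 2). Between NASH+ISO and NASH they had -0.24: 3 were higher, 13 lower and 6 did not pass, or 4 and 13 adjusted over the list alone (adjusted p = 0.000989, and 0.128 with an estimated correlation). Genes of quiescent stellate cells, such as Reln at -0.68 (SE 0.0387, adjusted p = 3.35e-05) and Colec11 at -0.54 (SE 0.0374, adjusted p = 7.07e-05), were lower too. Their median was -0.25 for NASH+ISO against NASH: 0 were higher, 8 lower and 4 did not pass, or 0 and 8 adjusted over the list alone (adjusted p = 0.00122, and 0.0974 with an estimated correlation). The endothelial genes Lyve1 and Oit3 were higher by 0.95 (SE 0.0533, adjusted p = 3.19e-05) and 0.63 (SE 0.0427, adjusted p = 6.53e-05). A sign of RNA quality also moved with the groups: the 3′ minus 5′ log2 signal of Gapdh was 3.82 and 3.79 in CTL, 3.01 and 3.00 in NASH, and 3.30 and 3.29 in NASH+ISO. For beta-actin it was 5.00 and 4.88, 4.43 and 4.41, and 5.02 and 4.98.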

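Most cell division genes rose in NASH and were lower in NASH+ISO than in NASH, those of DNA replication by the largest log2 steps. Mcm3 went from 3.36 ± 0.055 log2 in CTL to 6.94 ± 0.0094 in NASH and 4.50 ± 0.062 in NASH+ISO (SD, n = 2 arrays). Rrm2, which makes DNA building blocks, differed by 2.69 (SE 0.0504, adjusted p = 8.51e-08) for NASH against CTL and by -0.94 (SE 0.0504, adjusted p = 2.73e-05) for NASH+ISO against NASH. Mki67, a marker of dividing cells, differed by 2.75 (SE 0.102, adjusted p = 1.23e-06) and -0.73 (SE 0.102, adjusted p = 0.00156), and Cdc20, which ends mitosis, by 2.16 (SE 0.0877, adjusted p = 1.77e-06) and -0.53 (SE 0.0877, adjusted p = 0.00315). Cdca8, a part of the complex that guides chromosomes, was at 3.99 ± 0.17, 5.81 ± 0.013 and 5.09 ± 0.026, differences of 1.82 (SE 0.0747, adjusted p = 1.89e-06) and -0.72 (SE 0.0747, adjusted p = 0.000374). Cdca2 did not pass in NASH against CTL (0.06, adjusted p = 0.304) and differed by -0.18 (SE 0.0428, adjusted p = 0.016) between NASH+ISO and NASH, a call lost without NASH replicate 1 (adjusted p = 0.0941) or NASH+ISO replicate 2 (adjusted p = 0.0795). Cdca3 depends on the probe set: the study's gave 1.06 (SE 0.0668, adjusted p = 1.44e-05) and -0.39 (SE 0.0668, adjusted p = 0.00388), the brightest gave -0.32 (SE 0.0539, adjusted p = 0.00219) and 0.25 (SE 0.0539, adjusted p = 0.011), and the average of all gave 0.18 and -0.01 (adjusted p = 0.0193 and 0.85). Without NASH replicate 2 or NASH+ISO replicate 2 the brightest probe set's call between NASH+ISO and NASH is lost (adjusted p = 0.0712 and 0.059). Over the study's genes, on its own probe sets, the median was 0.54 in NASH against CTL: 33 rose, 0 fell and 8 did not pass at adjusted p over all genes, or 33 and 0 adjusted over the list alone (camera, adjusted p = 3.05e-13, and 0.0129 with an estimated correlation). It was -0.29 in NASH+ISO against NASH: 2 were higher, 26 lower and 13 did not pass, or 2 and 29 adjusted over the list alone (adjusted p = 1.23e-09, and 0.0382 with an estimated correlation). The paper groups these genes after an earlier publication, and whether these arrays played a part in the choice is not given in the sources used here. On a list of 34 genes fixed in advance the median was 0.71 in NASH: 26 rose, 2 fell and 6 did not pass, or 26 and 3 adjusted over the list alone (adjusted p = 1.59e-09, and 0.0607 with an estimated correlation). Between NASH+ISO and NASH that list had -0.51: 2 were higher, 24 lower and 8 did not pass, or 3 and 24 adjusted over the list alone (adjusted p = 5.19e-09, and 0.0974 with an estimated correlation). Against CTL, NASH+ISO had a median of 0.19 (adjusted p = 0.000186, and 0.0979 with an estimated correlation). Among probe sets brighter than the median the fixed list's medians against CTL are 1.75 in NASH and 0.85 in NASH+ISO.

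**Figure D4:**
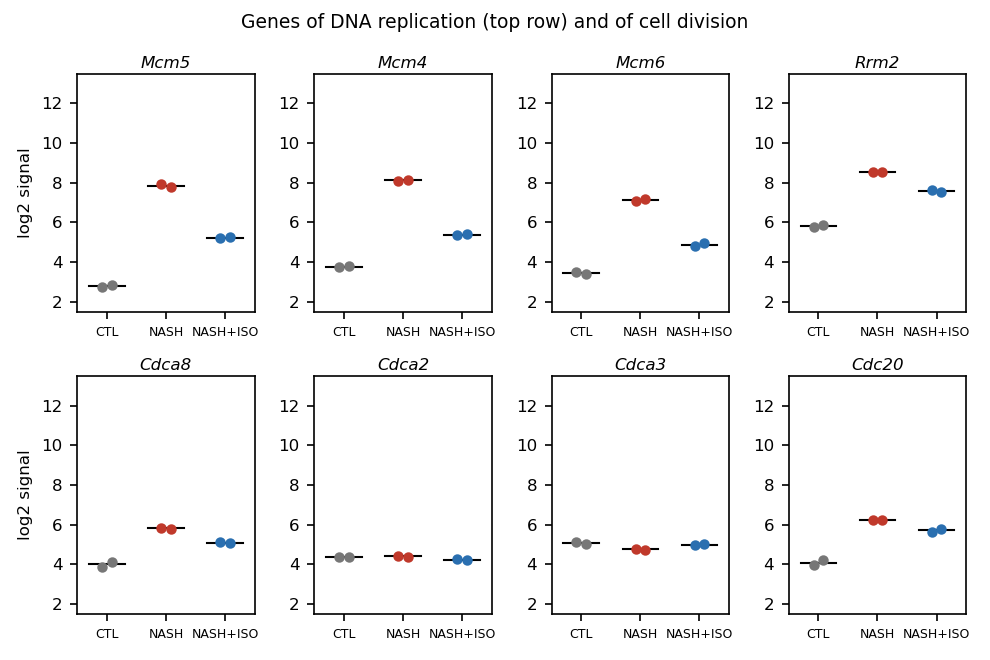
Log2 signal of 8 cell cycle genes on each array of CTL, NASH and NASH+ISO (line at the group mean). Mcm4 and Mcm5 lie well below NASH in NASH+ISO, and Cdca2 is nearly level.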

Among 41 genes averaged in proliferation process such as several genes encoding cell division cycle-associated proteins (*Cdca2, Cdca3, Cdca8*), globally upregulated genes were overrepresented in NASH, while downregulated in NASH + ISO. 

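On the study's own probe sets, NRF2 genes were lower in NASH+ISO than in NASH by small steps. Gstm3 differed by -0.85 (SE 0.0636, adjusted p = 9.66e-05) log2 and Dnajb6, a chaperone, by -0.52 (SE 0.0387, adjusted p = 9.14e-05), while Enc1 was higher by 0.53 (SE 0.0493, adjusted p = 0.000236) (n = 2 arrays per group). A probe set that names both Gsta1 and Gsta2 differed by -1.71 (SE 0.0466, adjusted p = 2.89e-06). Fth1, which stores iron, and Abcc4, an export pump, had risen in NASH by 0.93 (SE 0.0382, adjusted p = 1.84e-06) and 1.60 (SE 0.0677, adjusted p = 2.15e-06). The list's median was 0.32 in NASH against CTL: 25 rose, 5 fell and 8 did not pass at adjusted p over all genes, or 25 and 5 adjusted over the list alone (camera, adjusted p = 4.09e-06, and 0.0311 with an estimated correlation). Against CTL, NASH+ISO had 0.11 (adjusted p = 0.00555, and 0.104 with an estimated correlation). Between NASH+ISO and NASH it was -0.15: 2 were higher, 20 lower and 16 did not pass, or 2 and 21 adjusted over the list alone (adjusted p = 2.57e-05, and 0.0698 with an estimated correlation). The paper groups these genes after an earlier publication, and whether these arrays played a part in the choice is not given in the sources used here.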

Nrf2-mediated oxidative stress markers including 38 genes were slightly ameliorated in NASH + ISO compared to NASH. Similarly, genes included in regulation of apoptosis encoding such as TNF-receptor superfamily proteins (*Tnf, Tnfrsf11b, Tnfrsf12a, Tnfrsf21*), Fas cell surface death receptor (*Fas*), and caspases (*Casp2, Casp6, Casp7*) were higher in NASH compared to NASH + ISO. 

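Single death receptor and caspase genes moved unevenly. Tnfrsf12a, which answers the cytokine TWEAK, was at 4.77 ± 0.0015 log2 in CTL, 5.69 ± 0.043 in NASH and 4.65 ± 0.091 in NASH+ISO (SD, n = 2 arrays), differences of 0.91 (SE 0.053, adjusted p = 9.52e-06) and -1.03 (SE 0.053, adjusted p = 2.23e-05). Casp2 rose by 0.57 (SE 0.0747, adjusted p = 0.000623) in NASH and stood at -0.43 (SE 0.0747, adjusted p = 0.00401) in NASH+ISO against NASH. Casp6 did not pass in NASH (-0.07, adjusted p = 0.177) and stood at -0.17 (SE 0.0376, adjusted p = 0.0118) in NASH+ISO against NASH. This call is lost without NASH replicate 2 (adjusted p = 0.069), without NASH+ISO replicate 2 (adjusted p = 0.0521) and on the average of its probe sets (-0.01, adjusted p = 0.881). Fas rose by 0.36 (SE 0.0705, adjusted p = 0.00467) in NASH and did not pass in NASH+ISO against NASH (-0.15, adjusted p = 0.147). Tnf stayed level at 3.38 ± 0.03, 3.40 ± 0.056 and 3.37 ± 0.072. For 2 genes the probe set matters. The study's probe set of Tnfrsf11b, a decoy receptor, gave 1.92 ± 0.0075, 3.53 ± 0.14 and 1.82 ± 0.22, with -1.71 (SE 0.105, adjusted p = 4.44e-05) for NASH+ISO against NASH, a size left open because CTL and NASH+ISO lie at background. The gene's brightest probe set stayed at background in NASH too (2.83 ± 0.087). The study's probe set of Tnfrsf21 gave -0.23 (SE 0.0595, adjusted p = 0.021) and the brightest 0.08 (SE 0.0516, adjusted p = 0.273). Over the study's 24 genes the median was 0.26 in NASH against CTL: 14 rose, 4 fell and 6 did not pass at adjusted p over all genes, or 14 and 4 adjusted over the list alone (camera, adjusted p = 0.000217, and 0.0376 with an estimated correlation). NASH+ISO against CTL gave 0.12 (adjusted p = 0.0595, and 0.0481 without either NASH array). NASH+ISO against NASH gave -0.15: 1 was higher, 10 lower and 13 did not pass, or 2 and 11 adjusted over the list alone (adjusted p = 0.00927, and 0.107 with an estimated correlation). That last call is also lost among probe sets brighter than the median (adjusted p = 0.228). The paper groups these genes after an earlier publication, and whether these arrays played a part in the choice is not given in the sources used here.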

TGFβ is known to mediate hepatic fibrosis by activating HSCs which result in increased ECM production^32^. Thus, we measured individual mRNA expression level of TGFβ, and collagen type I. The results indicated that the NASH + ISO group showed consistently decreased mRNA levels compared to NASH (p < 0.001 for both genes) (Fig. 5c). In addition, αSMA, a marker of activated HSCs, protein level markedly increased in NASH but decreased in NASH + ISO group (Fig. 5d). Our data taken together suggest that isorhamnetin treatment prevented not only HSC activation but also mitigated oxidative stress and activation of proliferation and apoptosis pathways in NASH-induced liver.

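On a list fixed in advance, genes of p53 and cell death did not move together in NASH+ISO against NASH, and macrophage genes were lower. Cdkn1a, the brake on division that p53 switches on, rose by 1.86 (SE 0.0515, adjusted p = 3.54e-07) log2 in NASH and by a further 0.78 (SE 0.0515, adjusted p = 5.79e-05) in NASH+ISO, and Btg2 was higher by 0.42 (SE 0.0485, adjusted p = 0.000594) (n = 2 arrays per group). Over 23 genes of p53 and cell death the median was 0.36 in NASH against CTL: 13 rose, 5 fell and 5 did not pass at adjusted p over all genes, or 13 and 5 adjusted over the list alone (camera, adjusted p = 0.00693, and 0.121 with an estimated correlation, and 0.0844 among probe sets brighter than the median). NASH+ISO against NASH gave 0.06: 8 were higher, 6 lower and 9 did not pass, or 10 and 6 adjusted over the list alone (adjusted p = 0.615). Recruited macrophage genes had a median of 0.39 in NASH: 12 rose, 0 fell and 6 did not pass, or 12 and 0 adjusted over the list alone (adjusted p = 5.51e-05, and 0.107 with an estimated correlation). Between NASH+ISO and NASH they had -0.30: 1 was higher, 11 lower and 6 did not pass, or 1 and 12 adjusted over the list alone (adjusted p = 0.000186, and 0.105 with an estimated correlation). Lgals3 and Lyz2 differed by -1.70 (SE 0.0428, adjusted p = 2.25e-06) and -1.39 (SE 0.0499, adjusted p = 6.54e-06), and Mmp12, at background in NASH+ISO, was at least 1.21-fold lower (adjusted p = 1.89e-05). Complement genes of Kupffer cells, the resident macrophages, were lower with them: C1qb differed by -0.77 (SE 0.047, adjusted p = 4.31e-05) and C1qc by -0.61 (SE 0.058, adjusted p = 0.000265). Acute phase and chemokine genes had a median of -0.05: 6 were higher, 8 lower and 13 did not pass, or 7 and 8 adjusted over the list alone (adjusted p = 0.448). Saa3 stood at -1.50 (SE 0.0474, adjusted p = 4.38e-06) and Cxcl10 at -0.68 (SE 0.0381, adjusted p = 3.11e-05), and Orm3 was higher by 0.62 (SE 0.0552, adjusted p = 0.000198). Lymphocyte genes had 0.07 (adjusted p = 0.781) and neutrophil genes 0.07 (adjusted p = 0.334). The paper proposes that isorhamnetin prevented stellate cell activation and eased oxidative stress, proliferation and apoptosis, from these gene groups, qPCR and protein blots. It also reports less collagen by Sirius red and lower serum ALT and AST in NASH+ISO than in NASH. By TUNEL it found the most apoptotic cells in NASH.

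**Figure D5:**
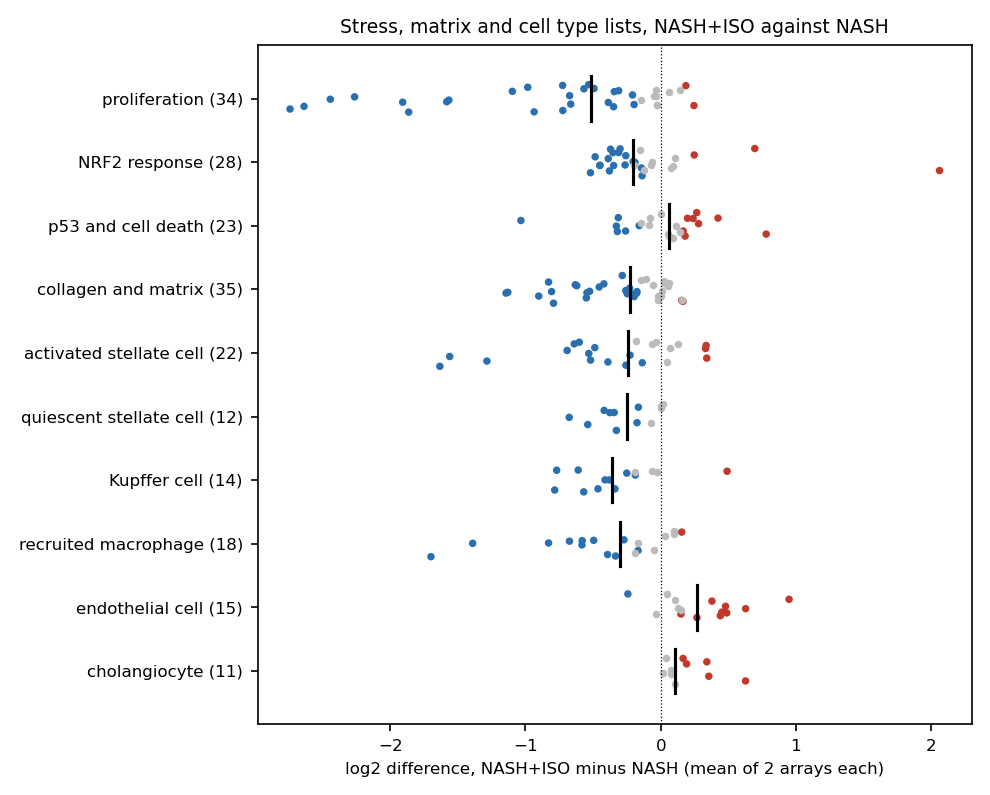
Log2 difference of NASH+ISO from NASH for each gene of 10 lists of stress, matrix and cell types (red higher, blue lower, grey not past adjusted p; bar at the median). Recruited macrophage genes have a median of -0.30.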

**Figure 5:**
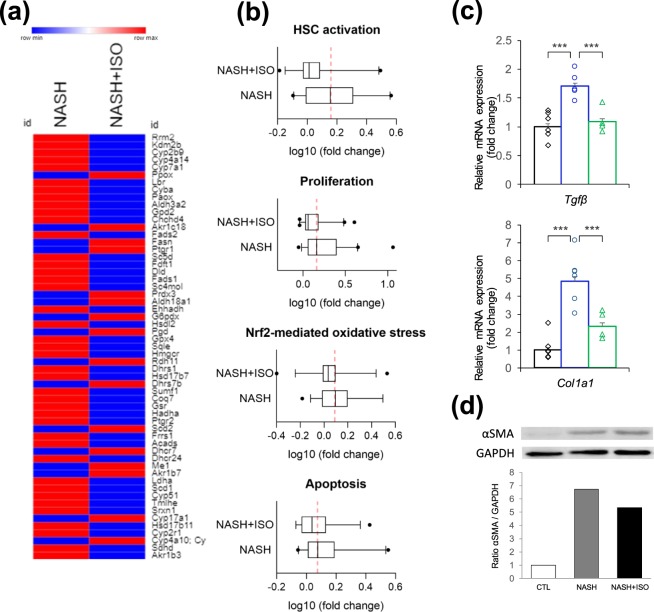
Changes in oxidation reduction process and activation of HSCs. (**a**) Heat map showing DEGs involved in oxidation reduction process between NASH and NASH + ISO compared to CTL group. (**b**) Box plot with median averaging genes involved in HSC activation (26 genes averaged), proliferation (41 genes averaged), Nrf2-mediated oxidative stress (38 genes averaged), and apoptosis (24 genes averaged). Red dash line shows the median of NASH group (**c**). Relative mRNA expression level of TGFβ and collagen type I genes (n = 4–6/group) by qPCR analysis. Data are shown as mean ± SEM with significance ***p < 0.001. (**d**) Immunoblot analysis for αSMA in liver tissue and quantification of band intensities normalized to GAPDH.

### Reduced macrophage infiltration in adipose tissue of NASH-induced mice treated with isorhamnetin

We next sought to understand whether the effect of isorhamnetin on steatosis amelioration observed in NASH + ISO liver was also mediated by white adipose tissue amelioration. Increased fatty acid influx derived from adipocytes lipolysis contribute up to 60% of liver fat depot^27^. We have evaluated serum lipid profile and inflammatory condition of adipose tissue using histological analysis. Serum lipid profile, including total cholesterol (TC), and high-density lipoprotein (HDL) did not show a marked difference among all groups. Serum TG level was greater both in NASH and NASH + ISO mice compared to CTL group (Fig. 6a). Adipose tissue to body weight ratio was significantly increased in NASH-induced mice than CTL group (2.72% and 1.42% for NASH and CTL, respectively), but not statistically significant from NASH + ISO although a slight decrease was observed in NASH + ISO (2.72% and 2.38% for NASH and NASH + ISO, respectively) (Fig. 6b). Most importantly, HE-stained adipose tissue showed an important accumulation of macrophage infiltration in NASH, although adipocyte hypertrophy did not display visible difference between NASH and NASH + ISO groups (Fig. 6c). Moreover, adipogenesis was effectively inhibited by the isorhamnetin supplementation in adipocytes (Supp. Fig. S4).

**Figure 6:**
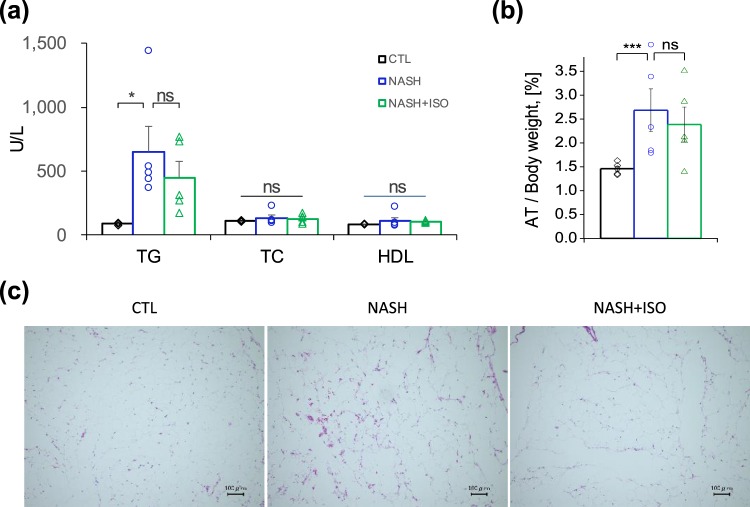
Effect of isorhamnetin on adipose tissue and lipid profile in serum. (**a**) Serum level of TG, TC, and HDL measured by automated biochemical analyzer (n = 5/group, CTL vs. NASH: p = 0.0215). (**b**) Adipose tissue on body weight ratio (n = 7/group). Data are shown as mean ± SEM with significance *p < 0.05, ***p < 0.001 and ns = non-significant. (**c**) Representative microscopic images of HE-stained adipose tissue sections (scale bar = 0.1 mm).

## Discussion

Researchers still have been seeking an effective drug although the underlying molecular mechanism responsible for etiology of NASH is not completely elucidated yet. Several studies showed curative and preventive effects of natural flavonoids against the liver diseases^20,33^. A recent rodent NASH model that we used in our study can be induced within four weeks and was able to show the set of main hallmarks present in human NASH, including liver steatosis, injury and apoptosis, and fibrosis. This advantage allowed us to study the effect of isorhamnetin not only in liver itself but also in systemic level. In this study, we demonstrated that oral administration of isorhamnetin could consistently alleviate pathologic features of NASH when compared to non-treated NASH-induced mice with the intention of finding a beneficial dietary supplement to drug development.

Liver steatosis, inflammation, and fibrosis are interrelated and are likely to aggravate each other by positive feedback leading to progression of NASH^34^. Lipid accumulation in the liver precedes the onset of NASH arising from three main sources: around 60% from fat-rich diet, 10–20% from lipolysis of adipose tissue, and 20–30% from hepatic DNL^27,35^. In current clinical practice, diet source and lipolysis of adipose tissue can be controlled up to certain extent by managing diet regime combined with pharmacological strategies. In NAFLD patients, DNL pathway in liver is constantly activated because of insulin resistance and contributes to exacerbation of hepatic steatosis^36–38^. Main regulator of DNL pathway is insulin-induced SREBP1c which triggers its downstream gene expressions required for fatty acid synthesis. SREBP1c is activated following the cleavage in Golgi and matured in endoplasmic reticulum. Overactivation of SREBP1c induces endoplasmic reticulum stress which associates with liver steatosis due to increased oxidative stress^39^. Hepatic lipid content was reduced by isorhamnetin treatment from 37% to 23% which brings NASH-induced liver back to mild steatosis category (5–33% as mild, and 34–66% as moderate) according to steatosis grade of NAS score^40^. We found that isorhamnetin treatment of NASH-induced mice could attenuate DNL pathway by regulating lipogenic key transcription factor, SREBP1c, which, in turn, downregulated lipogenic enzymes. This result correlates with the histological findings of reduced hepatic TG content and intrahepatic lipid accumulation in isorhamnetin-treated NASH mice compared to untreated NASH mice. It is seemingly possible that the inhibition of DNL pathway may be resulted in the alleviation of liver steatosis by 20–30% because the mRNA expression level of ApoB was not differed by the isorhamnetin treatment. ApoB is a protein synthesized in liver and is required for the formation of very-low-density lipoprotein (VLDL), which exports TG from liver and delivers to body tissues, including adipose tissue. Previous studies demonstrated that hepatic ApoB production is decreased in NASH patients resulting in diminished secretion of VLDL and increased hepatic steatosis^41^.

Yu Zhang *et al*. showed that four weeks of isorhamnetin treatment could reduce the body weight significantly in diet-induced NAFLD mice and leptin-deficient obese mice model^42^. Moreover, previous metabolic studies have also observed the difference in body weight among groups after at least four weeks of treatment with isorhamnetin^42,43^. Thus, in our study, two weeks of treatment was more likely premature to observe a detectable difference in body weight and liver weight between NASH and NASH + ISO although the liver weight was slightly reduced in NASH + ISO group. On the other hand, at systemic level isorhamnetin was also reported to improve glucose metabolism and insulin sensitivity, and protect against lipid peroxidation in diet-induced obese mice and streptozotocin-induced diabetic rats^44^. We found that the liver injury markers were greatly decreased following the isorhamnetin treatment.

The mechanism that underlies hepatic fibrogenesis is primarily initiated by the activation of HSCs in response to hepatic insults. TGFβ, a potent fibrogenic cytokine, plays a pivotal role in the activation of HSC by triggering its effector molecules to stimulate fibrogenic gene expressions and to induce collagen production. The ensembles of genes implicated in HSC activation, proliferation, and apoptosis were downregulated in NASH + ISO accompanied by the downregulation of genes involved in Nrf-mediated oxidative stress. In addition, mRNA expression of TGFβ and collagen by isorhamnetin were reduced suggesting that isorhamnetin may also exert its biological activity on HSCs which are the main sources of TGFβ secretion and TGFβ-mediated production of collagen in ECM. Yang *et al*. reported that isorhamnetin isolated from *oenanthe javanica* exerted anti-fibrotic effect in mice liver with CCl_4_-induced fibrosis by preventing the activation of TGFβ-induced smad2/3 pathway^19^. In our study, we did not exclude possible inflammatory insults from adipose tissue and hepatic steatosis-related intrahepatic deregulation of gene expression since the ‘second hits’ possibly act as positive feedback to exaggerate ‘first hits’. In this study, we showed that isorhamnetin could prevent the activation of TGFβ-mediated fibrogenesis in NASH-induced mice. Additionally, the release of apoptotic bodies derived from injury-induced parenchymal cell apoptosis, activation of immune cells due to systemic inflammation, signaling from Kupffer cells, and lipid peroxidation are considered as fibrogenic factors leading to HSCs activation^45^. Chronic fibrotic state and hepatic cell death by apoptosis are positively correlated with the severity of NASH^26,46^. We have found that gene expressions related to apoptosis and the number of apoptotic cells in liver were greatly reduced in the treated group. These results suggest that the isorhamnetin treatment may reverse in longer-term fibrosis and liver injury in NASH by mitigating systemic inflammation as well as by preventing HSCs activation.

Obesity, insulin resistance, and type 2 diabetes are all considered as risk factors for the development of NAFLD and NASH, which are primarily characterized by an ectopic accumulation of lipid in liver. Adipose tissue, especially visceral one, is known to be responsible for elevated lipolysis and systemic inflammation due to insulin resistance resulting in hepatic lipid accumulation and inflammation^34^. Although the lipid profile measured in non-fasting serum demonstrated insignificant difference between treated and non-treated NASH-induced mice, adipose tissue of NASH-induced mice was more inflamed, as evidenced by the increased number of macrophage infiltration, while adipocytes of NASH + ISO were greatly ameliorated. Of note, similar studies that used flavonoids to treat HFD-induced metabolic disorders in rodents also noted indifference of lipid profile in serum^21^ but found the net amelioration of systemic inflammation accompanied with reduced adipose tissue and body weight after longer duration of treatment in diet-induced mice or *db/db* mice^18,42^.

Altogether, our results demonstrated that isorhamnetin elicits a beneficial effect on hallmarks of NASH by improving steatosis, injury, and fibrosis in a human-like NASH-induced mouse model. This hepatoprotective effect of isorhamnetin was correlated to the inhibition of DNL and fibrogenic gene expressions; the alleviation of liver TG content; and the diminution of hepatic collagen deposition accompanied with the reduced number of apoptotic hepatocytes. Thus, isorhamnetin can be a novel candidate for the consideration of additional compound in NASH drug development.

## Material and Methods

### Animals

Six-week-old male C57BL/6J mice (Charles River Laboratories JAPAN Inc., Kanagawa, Japan) were maintained at room temperature in a 12 h light/dark cycle. After one week of acclimatization with standard chow diet and tap water *ad libitum*, all animals were randomly assigned (Day 0) into three experimental groups (n = 8/group): Control (CTL), NASH, and NASH treated with isorhamnetin (NASH + ISO). All animal procedures were approved by the Animal Study Committee of University of Tsukuba (No.17–312) and were handled according to the Guiding Principles for the Care and Use of Animals in the Field of Physiological Sciences approved by The Physiological Society of Japan.

### Chemicals

Isorhamnetin was synthesized from commercially available quercetin (Fujifilm Wako Pure Chemical Corp., Tokyo, Japan) according to the protocol^47^ and used for *in vivo* experiment. Commercially available selective agonist for LXRα and LXRβ (T0901317) (Cayman Chemical, Ann Arbor, MI, USA); and carbon tetrachloride (CCl_4_) (Wako Pure Chemical Industries Ltd., Osaka, Japan) were used.

### Experimental design and procedure

NASH was induced according to the protocol^8^. Briefly, the CTL group mice were fed with laboratory chow diet and received vehicles. NASH and NASH + ISO groups were subjected to high fat diet (60% cal from fat, D12492, Research Diets Inc., New Brunswick, NJ, USA) from Day 0–24. Rodents received intraperitoneal injections of CCl_4_ at 0.1 ml/kg of body weight 4 times (Day 14, 17, 21, and 24), and T0901317 at 2.5 ml/kg of body weight 5 times (Day 20–24) to induce NASH. Corn oil and dimethyl sulfoxide (DMSO) were used as a vehicle for CCl_4_ and T0901317 injections respectively. NASH + ISO group was treated with daily oral administration of isorhamnetin at 50 mg/kg of body weight (vehicle for CTL and NASH group) for last two weeks (Day 11–24). Body weight and food intake were measured every day. At the end of experiment (Day 25) blood was collected from retro-orbital sinus using capillary tube after mice are slightly anesthetized with isoflurane inhalation. Serum was separated by centrifugation at 3000 rpm for 10 min and was stored at −20 °C until biochemical analysis. Liver and epididymal fat were isolated immediately after the exsanguination. Median lobe of liver was stocked in either liquid nitrogen or cryopreserves for further analysis. The remaining liver was fixed in 10% neutral buffered formalin for histological analysis.

### Blood biochemical analysis

The TC, TG, HDL, ALT, and AST levels in serum were measured using FUJI DRI-CHEM 7000 automated chemistry analyzer (Fujifilm Corp. Tokyo, Japan).

### Histological analysis

Tissues embedded in paraffin were sliced into sections and stained with H&E, and Sirius red using the standard protocol for histopathology analysis of liver. Cryopreserved liver tissues were sliced and used for oil red O staining with hematoxylin counterstaining. Stained slides were observed under a BZ-9000 BioRevo digital microscope (Keyence Corp., Osaka, Japan), and were analyzed using ImageJ.

### Apoptosis TUNEL assay

Apoptotic cells *in situ* were detected in paraffin-embedded liver sections using DeadEnd Colorimetric TUNEL System (Promega Corp., Madison, WI, USA) according to the manufacturer’s instruction. Sections were counter stained with hematoxylin. Stained slides were observed under a BZ-9000 BioRevo digital microscope (Keyence Corp., Osaka, Japan), and were analyzed using ImageJ.

### Gene expression analysis

The total RNA of liver tissues was extracted using ISOGEN reagent (Nippon Gene Co., Ltd. Toyama, Japan) according to the manufacturer’s protocol. First-strand cDNA was amplified from the total RNA (100 ng) using SuperScript III Reverse Transcriptase kit (Invitrogen, Carlsbad, CA, USA). The quantification of total RNA and cDNA was measured on NanoDrop 2000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA). Real-time quantitative PCR of target gene expression was assayed by TaqMan predesigned primers (Applied Biosystems, Foster City, CA, USA) and TaqMan Gene Expression Master Mix (Life Technologies, Carlsbad, USA) using the 7500 Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). The following primers were bought from Applied Biosystems: sterol regulatory element binding protein 1 (*Srebf1*) (Mm00550338_m1), fatty acid synthase (*Fasn*) (Mm00662319_m1), acetyl-Coenzyme A carboxylase alpha (*Acaca*) (Mm01304257_m1), transforming growth factor beta 1 (*Tgfb1*) (Mm01178820_m1), collagen type 1 alpha 1 (*Col1a1*) (Mm00801666_g1), apolipoprotein B (*Apob*) (Mm01545150_m1), and glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) (Mm99999915_g1). The 2^−ΔΔCt^ method was applied to calculate the relative mRNA expression levels using *Gapdh* as a housekeeping endogenous control.

### Total RNA extraction and microarray analysis of liver

The total RNA of liver tissues was extracted using ISOGEN reagent (Nippon Gene Co., Ltd. Toyama, Japan) according to the manufacturer’s protocol. The quality and quantity of total RNA was measured on NanoDrop 2000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA), and 100 ng of RNA input was used for microarray analysis. The gene expression profiling was performed using GeneChip 3′ IVT PLUS Reagent Kit (Affymetrix Inc., Santa Clara, CA, USA) with Affymetrix® 3′ IVT Array Strips for GeneAtlas® System (GeneChip® MG-430 PM) according to the manufacturer’s user guide. Raw intensity values were obtained using GeneAtlas™ Imaging Station and were normalized using Expression Console Software provided by the Affymetrix following robust multichip average (RMA) algorithm (http://www.affymetrix.com). Subsequently, the raw data set was transferred to the Transcriptome Analysis Console (TAC) v4.0 (ThermoFisher inc.). A threshold with fold-change ≥ 2.0 and p < 0.05 compared to CTL were considered as DEGs. Further analyses were conducted using Functional annotation tool of The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 online bioinformatics database to identify enriched Gene Ontology (GO) and KEGG pathways. Transcriptome dataset is available at NCBI Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo) with accession number GSE137635. Heat maps were visualized with DEGs in each biological process identified by GO using Morpheus online tool (https://software.broadinstitute.org/morpheus). Box plots analyses were visualized using GraphPad Prism 8 which show the average of genes implicated in each process (grouping of genes by biological process as mentioned in Cazanave *et al*.^48^).

### Western blotting

Total protein was extracted from liver tissue (50 mg) using radio immunoprecipitation assay (RIPA) buffer (Sigma-Aldrich, St. Louis, USA) containing protease inhibitor cocktail (P8340, Sigma-Aldrich, St. Louis, MO, USA), and quantified with 2-D Quant kit (GE Healthcare, Chicago, USA) following the manufacturer’s instruction. Protein samples (20 μg) were resolved in 10% SDS-PAGE and transferred to nitrocellulose membrane. After blocking in Odyssey blocking buffer (LI-COR, NE, USA) for 2 hours, membranes were blotted with primary antibody for overnight at 4 °C and incubated with appropriate Alexa Fluor® conjugated secondary antibodies. Imaging and quantification of signal intensity were detected using the Odyssey Fc Imaging System (LI-COR, NE, USA). Primary antibodies: rabbit anti-αSMA (ab5694), rabbit anti-FAS (ab22759), rabbit anti-SREBP1 (ab28481), mouse anti-GAPDH (ab8245), and secondary antibodies: Alexa Fluor® 488-conjugated donkey anti-rabbit (ab150073), Alexa Fluor® 594-conjugated donkey anti-mouse (ab150108) were purchased from Abcam. Uncropped images of western blotting gel are available in the Supplementary Files.

### Quantification of liver triglyceride

Total TG content in the liver was quantified using commercially available colorimetric kit (Cayman Chemical, Ann Arbor, MI, USA).

### Statistical analysis

All data are expressed as the mean ± SEM, unless otherwise mentioned. Normality test was performed to confirm the normal distribution. A one-way analysis of variance (ANOVA) followed by Tukey’s posthoc test was applied to assess the statistical significance of difference among the treatment groups. Statistical outliers were excluded from data analysis. A value of p < 0.05 was considered significant for all results. Statistical analyses were performed using IBM SPSS Statistics version 24.0.

## Supplementary information

Supplementary information

Supplementary Dataset 1

## Data Availability

All data generated or analyzed during this study are included in this published article and its Supplementary Files. Microarray data are deposited in the Gene Expression Omnibus (GEO) under Accession Number: GSE137635.

How the deposited data were processed for this re-analysis (not part of the article)

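Liver RNA of 3 groups of mice, CTL, NASH and NASH+ISO, was read on 6 Affymetrix MG-430 PM arrays, 2 per group. The study had 8 mice per group, and the sample descriptions call the 2 arrays of a group technical repeats. How many mice each array stands for is not given in the sources used here, so errors and p-values measure spread between arrays.

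The authors deposited 1 log2 value per probe set and array, made with RMA in Affymetrix Expression Console, a step that removes background, equalizes the distributions of the arrays and summarizes the probes of a probe set. The authors also deposited a workbook for each comparison with CTL, with a second set of log2 values of the same arrays, on average 0.0994 lower (-0.0994), and group means. The workbooks hold a signed score, the linear fold change, which the authors computed in Transcriptome Analysis Console from the group means and gave a minus sign for a decrease. They also hold a p-value for each probe set, which the authors computed there before they deposited it. Which step made each set of log2 values is not given in the sources used here. The value table, with 45141 entries, was used for all results, and the workbook values served as an alternative.

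From the value table, 104 control probe sets were left out and 45037 tested. By the names in the authors' workbooks, 38068 probe sets name 1 gene, 1253 several, 5654 none, and 62 carry a symbol that a spreadsheet turned into a date. The mouse RefSeq gene table of GRCm38.p6 was used for gene names alone: 33189 of the probe sets naming 1 gene matched by symbol, 2002 by an older symbol, and 2877 did not match and kept the authors' symbol. Where a single value per gene was needed, the probe set with the highest mean log2 over all arrays was taken, which gave 20670 genes. Of 17 control probe sets with no target in mouse, the median was 2.18 log2 and the highest 2.90, and this highest value served as a guide to background. Of the tested probe sets, 64.05% had a mean above it. Where 1 of 2 groups lay under it, the fold change is given as a lower bound against it or its size is called open.

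Groups were compared with limma 3.58.1 in R 4.3.3, with a mean for each of the 3 groups over all 6 arrays (3 residual degrees of freedom, 4.01 prior degrees of freedom, prior SD 0.0487 log2), for NASH against CTL, NASH+ISO against CTL and NASH+ISO against NASH. Counts use the study's thresholds, a fold change of at least 2 and an unadjusted p under 0.05, and were repeated with Benjamini-Hochberg adjusted p. Gene lists were tested with camera in limma at a preset correlation between genes of 0.01, adjusted over the lists of a comparison. There were 33 lists of liver pathways and cell types, with 624 genes of which 592 have a probe set, and the 8 lists of the paper's Supplementary Dataset, read on the probe sets it names. Of the 33 lists, 21 passed in NASH against CTL (14 up, 7 down), 16 in NASH+ISO against CTL and 20 in NASH+ISO against NASH (7 up, 13 down), and 0 with an estimated correlation (lowest adjusted p = 0.0607, 0.0882 and 0.0974). With an estimated correlation, camera also rests on the 3 residual degrees of freedom, so a lost call need not come from correlation between genes. For de novo lipogenesis in NASH against CTL the estimate was -0.0332, below the preset 0.01. Its camera adjusted p still went from 2.92e-11 to 0.0607. Enrichment among genes past the thresholds in both comparisons with CTL was tested with Fisher's exact test, adjusted over the lists. List medians were also placed among 10000 random lists of the same size matched on mean level in 20 bins. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

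The comparisons, tests, lists and most alternatives were set before the data were examined. Genes named are those the results text of the paper names, the 10 largest rises and 10 largest falls of NASH against CTL and of NASH+ISO against NASH, the 5 largest each way of NASH+ISO against CTL, and up to 4 members with the largest change of each list described. Members that a list's description needs because they did not pass are named as well. Values of genes in the paper's lists had been seen in its Supplementary Dataset when this rule was set. Alternatives were a fit of only the 4 arrays compared, no moderation of the spread, a prior that follows the mean level, median centring, quantile normalization, only probe sets brighter than the median, 1 probe set per gene, the average of a gene's probe sets, the authors' own fold changes and p-values, fold changes of at least 1.5 and 3, leaving out each array, an estimated correlation and the test fry for lists, and a smaller background for enrichment. The workbook values and counts by gene symbol were added after the data had been seen. The genes of the paper's heat maps appear only in pictures and were not analysed here.

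The scripts were tested on simulated data with the means and spread of these arrays, where NASH against CTL held changes of known size. At 1.5-fold, 2.5-fold and 4-fold, 100% of 67, 67 and 66 changed probe sets were called in the right direction, and 22 of 44807 unchanged ones were called. In the simulated NASH+ISO against CTL, with no change, 0 of 45037 were called by limma. In the simulated NASH against CTL a shifted list of 30 genes gave a camera p of 6.07e-74 and a list with no shift 0.745. This spread is that of technical repeats, so the test says nothing about differences between mice.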

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

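No test in this part was chosen only after its result was seen. These gene groups are listed because the paper's text and Supplementary Dataset give no array result for them as such. Its text does mention Kupffer cells, macrophages, endoplasmic reticulum stress and glucose metabolism. Each passed camera in NASH+ISO against NASH at the preset correlation, while none did with an estimated correlation. The latter setting also rests on 3 residual degrees of freedom, so a lost call there need not come from correlation between genes. The medians below 0 were -0.39 for pericentral hepatocyte genes, -0.45 for the unfolded protein response, -0.36 for Kupffer cells, -0.33 for the interferon response and -0.30 for recruited macrophages (log2). The medians above 0 were 0.56 for periportal hepatocyte genes, 0.49 for gluconeogenesis and insulin response, 0.27 for endothelial cells, 0.24 for the circadian clock, 0.18 for lipid droplets and fatty acid uptake, and 0.10 for cholangiocytes. The clock list was set as a guide to the time of sampling. Against CTL its median was -0.44 in NASH (camera, adjusted p = 0.0118, and 0.132 with an estimated correlation). In NASH+ISO it was -0.26 (adjusted p = 0.0169, and 0.157 with an estimated correlation). The time of day of sampling in each group is not given in the sources used here, and its part in these results was not tested.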

How the results depend on the processing

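Of the settings named here, the workbook values were chosen only after the result was seen. Counting 1 probe set per gene lowered the probe sets past the thresholds to 852, 540 and 186 (NASH against CTL, NASH+ISO against CTL, NASH+ISO against NASH) with an overlap of 376, and averaging a gene's probe sets to 605, 390, 123 and 273. A fold change of at least 1.5 gave 4673, 3183, 1775 and 2239, and of at least 3, 472, 287, 71 and 215. At the study's thresholds and at adjusted p these numbers were the same. Leaving out 1 array gave 1609 to 1654, 964 to 988 and 347 to 359 probe sets, an overlap of 674 to 685, and 28 to 30, 21 to 25 and 26 to 27 lists past camera of 41. Replicate numbers do not pair the arrays (r = 0.0465, 0.047 and 0.0916 between array differences of 2 groups), and a replicate block left 1621, 964, 347 and 679 as they were, with 29, 23 and 26 lists past camera. With an estimated correlation 8, 5 and 1 of 41 lists passed, all from the study's 8, against 29, 22 and 26 at the preset correlation, and with fry 41 passed in NASH+ISO against CTL. The study's 8 lists were adjusted apart from the other 33, over fewer tests. Direction turned in 1 list, quiescent stellate cells in NASH against CTL with fry (median -0.14). Averaging probe sets turned Car3 (0.34), Cd36 (-0.0537), Ighm (0.0747) and Tdo2 (0.0312) in NASH+ISO against NASH, Pdia3 (-0.0133), Serpina4-ps1 (-0.10) and Tnfrsf21 (0.0427) in NASH against CTL, and Hgf (0.0089), Pdgfrb (-0.0539) and Txnrd1 (0.011) in NASH+ISO against CTL. It turned Cdca3 in all 3 (0.18, 0.16 and -0.0128). The workbook values turned Col1a1 in NASH+ISO against CTL (0.20), and leaving out CTL replicate 1 turned Cry1 in NASH against CTL (0.22), which passed the other way without CTL replicate 2 (-0.36). The cause was not tested. Of the settings for named genes, 9179 kept the call, 292 lost it, 69 gained it and 15 turned, and for single lists 1550, 81, 66 and 1. Normalization moved the balance of higher and lower probe sets: in NASH against CTL it was 1121 and 500, 1231 and 452 after median centring, and 955 and 604 after quantile normalization. Near background, array signal understates fold changes, so dim genes bound the size of a change and not its absence.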

Differences from the paper's values

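The paper gives 404 genes in the overlap of the 2 comparisons with CTL, and 679 probe sets were found here at its stated thresholds. The paper gives 257 of them higher and 147 lower, against 446 and 233 here. Of the alternatives set before the data were examined, 1 probe set per gene came within 1.5 times the paper's value for all 3 (376, 258 and 118). It did not for the genes of NASH or NASH+ISO alone, with 476 and 164 against the paper's about 810 and about 310 in Fig. 3c, read by eye, where 941 and 284 were found without it. The average of a gene's probe sets came within that bound for 2 of them (273 and 182) and not for the lower genes (91). Median centring (219) and probe sets brighter than the median (212) came within it for the lower genes alone. The other settings did not: the fit of 2 groups gave 679, no moderation 677, the prior that follows the mean 679, the replicate block, as a paired fit would, 679, quantile normalization 684, the authors' deposited table of fold changes and p-values 682, and fold changes of at least 1.5 and 3 gave 2239 and 215. Leaving out 1 array at a time gave 674 to 685. Counting gene symbols once, chosen after seeing the values, gave 529, 349 and 180, all within that bound, and which of the paper's own genes that drops is not given in the sources used here. The workbook values, also chosen after seeing the values, gave 663, 436 and 227, all outside it.

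In the paper's Supplementary Dataset, Tnfrsf11b in NASH+ISO against CTL has a log10 fold change of 0.0212 in the stellate cell list, the paper's value, against -0.0297 here. The paper's own value for the same gene in its apoptosis list, -0.0294, is close to the value here, and no alternative was run for this item. In NASH against CTL both of the paper's lists give 0.484, as here. On this probe set CTL (1.92 log2) and NASH+ISO (1.82) lie under the background guide. The sign and size of NASH+ISO against CTL are thus left open, and so is the size of NASH against CTL.

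The paper states that expression of essential genes in 3 lipid pathways went down in NASH+ISO without exception, and shows box plots of the lists against CTL. By that measure the medians went down here too, from NASH to NASH+ISO. They were 2.04 and 1.74 log2 in fatty acid metabolism, 1.66 and 1.54 in steroid biosynthesis, and 2.50 and 2.19 in PPAR signaling. Single genes were then compared directly between NASH+ISO and NASH. Over the whole lists on its own probe sets, 7 of 13 genes of fatty acid metabolism were lower than in NASH and 3 higher, 6 of 9 of steroid biosynthesis lower and 1 higher, and 5 of 10 of PPAR signaling lower and 3 higher, so the tally has more lower than higher genes in each. The exceptions are Acaca (1.06), Elovl6 (0.47) and Fasn (0.23), Dhcr7 (0.37), and Scd2 (0.42), Lpl (0.38) and Fabp5 (0.12, on a probe set naming several genes). Ehhadh (-0.32), Cyp51 (-0.55) and Cyp7a1 (-1.08) go the paper's way. For fatty acid degradation the paper reports no difference of the medians between groups beside a slight decrease of genes in NASH+ISO, and here the medians against CTL were close too, at 1.40 log2 in NASH and 1.38 in NASH+ISO. Gene by gene, 6 of 7 were lower in NASH+ISO than in NASH and 0 higher, the direction of the decrease the paper reports.

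The paper places Tgfbr1 among genes raised in NASH, and here it did not pass against CTL (-0.02, adjusted p = 0.706), while its lower level in NASH+ISO (-0.60) and the rise and return of Col1a1 (1.13 and -1.13) go the paper's way. The paper names Cdca2 among raised genes, and here it did not pass (0.06, adjusted p = 0.304), while Cdca8 did (1.82). Cdca3 rose on the paper's probe set (1.06) and was lower on the brightest (-0.32). Of the apoptosis genes the paper names as higher in NASH than in NASH+ISO, Tnfrsf12a (-1.03), Casp2 (-0.43) and Casp6 (-0.17) were, and Tnfrsf11b (-1.71, a size left open because NASH+ISO lies at background) and Tnfrsf21 (-0.23) were on the paper's probe sets. The call of Casp6 is lost without NASH replicate 2 (adjusted p = 0.069) or NASH+ISO replicate 2 (adjusted p = 0.0521). Tnf (-0.03, adjusted p = 0.647) and Fas (-0.15, adjusted p = 0.147) did not pass.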

Other observations

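The tests of compression, of mice, of cell types, of RNA quality and of saturation, and the split of the cell cycle genes, were chosen only after the result was seen; those of extreme values and of probe set choice were set earlier.

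Among proliferation genes, those of DNA replication took larger log2 steps, up in NASH and down in NASH+ISO, than those of mitosis. The 13 genes of the step from G1 into S phase had a median of 2.19 log2 in NASH against CTL (12 higher) and -1.58 in NASH+ISO against NASH (0 higher, 12 lower). The 21 genes of G2 and mitosis had 0.25 (14 higher, 2 lower) and -0.21 (2 higher, 12 lower). In NASH against CTL they ranged from -0.32 to 2.75. In NASH, 18 of these 21 genes lay above background, and 12 of the 13. Aurkb, a mitosis gene, lay under the background guide in both CTL (2.65) and NASH (2.89). Low signal may thus understate the steps of some mitosis genes. Mcm4 fell to 5.39 ± 0.02 from 8.13 ± 0.021 (SD, n = 2 arrays), with CTL at 3.77 ± 0.013. Against CTL, the medians left in NASH+ISO were 1.08 and 0.16. The difference between these 2 groups of genes was not itself tested.

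Of 15 hepatocyte genes of the periportal zone, 12 were higher, 3 lower and 0 did not pass at adjusted p over all genes, or 12 and 3 adjusted over the list alone in NASH+ISO against NASH (adjusted p = 4.6e-05, and 0.0974 with an estimated correlation). Gls2, which breaks down glutamine, was higher by 1.21 (SE 0.0383, adjusted p = 4.38e-06) and Pck1, which starts glucose synthesis, by 1.51 (SE 0.0413, adjusted p = 2.92e-06). In NASH, Gls2 fell by 2.38 (SE 0.0383, adjusted p = 5.04e-08) and Pck1 fell by 3.41 (SE 0.0413, adjusted p = 2.59e-08). G6pc, which releases glucose, was higher by 1.06 (SE 0.0426, adjusted p = 9.71e-06) and Igfbp1, which insulin holds down, differed by -0.89 (SE 0.038, adjusted p = 1.21e-05). Of 15 genes of the pericentral zone, 1 was higher, 9 lower and 5 did not pass, or 1 and 9 adjusted over the list alone (adjusted p = 0.000989, and 0.135 with an estimated correlation). Glul, which makes glutamine, was higher by 0.41 (SE 0.0379, adjusted p = 0.000243), while Oat differed by -1.01 (SE 0.0519, adjusted p = 2.26e-05) and Lect2 by -0.76 (SE 0.0413, adjusted p = 2.8e-05).

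Some chaperones of the unfolded protein response rose in NASH and were lower in NASH+ISO. Hspa5 was at 9.19 ± 0.014, 10.35 ± 0.0062 and 9.35 ± 0.036 in CTL, NASH and NASH+ISO, and Manf and Creld2 differed by -1.15 (SE 0.0473, adjusted p = 1.05e-05) and -1.07 (SE 0.0602, adjusted p = 3.15e-05) between NASH+ISO and NASH. Sdf2l1 did not pass in NASH (-0.05, adjusted p = 0.513), and Trib3, of the arm that answers amino acid shortage, fell by 1.39 (SE 0.0675, adjusted p = 4.03e-06). Over 22 genes of the response the median in NASH was 0.15: 11 rose, 6 fell and 5 did not pass, or 11 and 6 adjusted over the list alone (adjusted p = 0.0449, and 0.157 with an estimated correlation). That call is lost without CTL replicate 1 (adjusted p = 0.0535) or NASH replicate 1 (adjusted p = 0.0529). Of the interferon genes, Ifit1 rose by 1.09 (SE 0.0566, adjusted p = 5.51e-06) in NASH and stood at -0.89 (SE 0.0566, adjusted p = 4.88e-05) in NASH+ISO against NASH. Over 21 interferon genes, 16 rose, 0 fell and 5 did not pass, or 16 and 0 adjusted over the list alone in NASH (adjusted p = 2.2e-07, and 0.0607 with an estimated correlation).

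Genes that male mouse liver expresses more than female were lower in both diseased groups, with medians of -1.42 in NASH (0 rose, 14 fell and 0 did not pass, or 0 and 14 adjusted over the list alone; adjusted p = 2.62e-09, and 0.0607 with an estimated correlation) and -1.83 in NASH+ISO (adjusted p = 1.57e-11, and 0.0912 with an estimated correlation). Slco1a1, a bile acid and steroid transporter, fell by 1.95 (SE 0.0421, adjusted p = 1.38e-07) in NASH, and in NASH+ISO it stood at -1.38 (SE 0.0421, adjusted p = 3.94e-06) from NASH. Cyp17a1, more expressed in female liver, rose by 1.89 (SE 0.0432, adjusted p = 1.71e-07) in NASH and was higher again by 0.94 (SE 0.0432, adjusted p = 1.52e-05) in NASH+ISO. Cyp4a12a, of male liver, went back up by 0.85 (SE 0.0383, adjusted p = 1.45e-05). Neither list passed between NASH+ISO and NASH: for the male-biased genes 3 were higher, 7 lower and 4 did not pass, or 3 and 7 adjusted over the list alone (adjusted p = 0.0749), and for the female-biased genes 5 were higher, 4 lower and 6 did not pass, or 5 and 4 adjusted over the list alone (adjusted p = 0.6). The male-biased list passes without NASH replicate 1 (adjusted p = 0.0462) and without NASH+ISO replicate 2 (adjusted p = 0.0323).

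The paper measured some genes by qPCR or western blot. Its qPCR had more samples per group than the arrays and was scaled to Gapdh. It reported significantly lower levels in NASH+ISO than in NASH for the lipogenic genes, TGFβ and collagen type I. The array SD is the spread between technical repeats, so it does not make the arrays the more precise measure of mice. In CTL, NASH and NASH+ISO the arrays gave the following (log2 mean ± SD, n = 2 arrays). Srebf1 was at 9.11 ± 0.02, 10.49 ± 0.019 and 10.35 ± 0.015, -0.14 (SE 0.0387, adjusted p = 0.0282) for NASH+ISO against NASH, a call lost without any 1 of the NASH or NASH+ISO arrays (adjusted p = 0.0702 to 0.128), and the paper reports its mRNA by qPCR and its protein as raised in NASH and lower in NASH+ISO. Fasn was at 11.59 ± 0.017 in NASH+ISO, above NASH, where the paper's qPCR and blot show it lower. Acaca, on a probe set naming several genes, was at 7.69 ± 0.042, 8.98 ± 0.017 and 10.05 ± 0.0074, where the paper's qPCR shows it lower in NASH+ISO than in NASH. Apob was at 10.70 ± 0.0016, 9.91 ± 0.013 and 9.96 ± 0.025, with -0.79 (SE 0.0384, adjusted p = 3.97e-06) for NASH against CTL and with no difference past the test between NASH+ISO and NASH (0.05, adjusted p = 0.304), and the paper's qPCR reports the same course. Tgfb1 was at 3.52 ± 0.0086, 3.59 ± 0.11 and 3.65 ± 0.01, and did not pass between NASH+ISO and NASH (0.07, adjusted p = 0.404), where the paper's qPCR shows it lower. Col1a1 was lower in NASH+ISO than in NASH, as in the paper's qPCR of collagen type I. Acta2, which encodes the αSMA of the paper's blot, was at 4.83 ± 0.057, 6.26 ± 0.03 and 6.12 ± 0.0044, -0.14 (SE 0.0442, adjusted p = 0.0484) for NASH+ISO against NASH, a call lost without any 1 of the NASH or NASH+ISO arrays (adjusted p = 0.0955 to 0.203).

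The change of NASH against CTL was smaller in NASH+ISO. Compression of all values, or CTL RNA mixed into the NASH+ISO samples, would lower nearly all raised probe sets. Of these, 94 of 1121 (8.39%) were higher in NASH+ISO than in NASH, between the bounds of 5% and 10% set for that test, so the test left the question open. Of 500 probe sets lowered in NASH, 70 (14%) were lower still in NASH+ISO and 327 higher, a tally with no bound set. Compression or mixing alone would move none away from CTL. The 94 and the 70 thus argue against it as the only cause, for those probe sets. A part in the others stays open. The lipogenesis list goes against compression for its own genes: of 21 raised in NASH, 13 were higher again in NASH+ISO and 3 lower, with a median of 0.23. It was chosen after the 8.39% and the list's own direction had been seen. It therefore restates the lipogenesis result and is no separate test. Choice of extreme values cannot be told apart from a real change: 1650 probe sets chosen on arrays 1 (median 1.29) kept 1.01 times that change on arrays 2 of NASH and 0.673 times in NASH+ISO, but technical repeats had to keep it. An effect of isorhamnetin and differences between mice cannot be told apart, because the number of mice behind each array is not stated, and the 0.0525 log2 between the NASH+ISO arrays does not settle it. RNA quality cannot be told apart from the groups here either. The 3′ minus 5′ signal of Gapdh was 3.82 and 3.79 in CTL, 3.01 and 3.00 in NASH, and between them in NASH+ISO, at 3.30 and 3.29.

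Stellate cell, matrix and macrophage genes were lower in NASH+ISO than in NASH. A lower share of all cells other than hepatocytes is argued against by endothelial genes, whose median was higher by 0.27. Less RNA from stellate cells, quiescent and activated alike, is a candidate explanation, since quiescent stellate genes were lower too (-0.25). A return of the cells to quiescence is not decided by this. The quiescent list had not passed in NASH against CTL (median -0.14, camera adjusted p = 0.27), so there was no clear fall to reverse. Activated stellate genes also moved unevenly in NASH+ISO against NASH, from -1.63 to 0.34, with 3 higher and 13 lower. RNA quality cannot be told apart from the groups: the 3′ minus 5′ signal of Gapdh was 0.287 log2 higher in NASH+ISO than in NASH, and the positions of the probe sets were not used here. An effect of isorhamnetin on stellate cells stays open beside these.

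Genes of de novo lipogenesis were not lower in NASH+ISO than in NASH on the arrays. Saturated probe sets are argued against, since 15 genes of the list were higher in NASH+ISO. The choice of 1 probe set per gene is argued against as well, with 26 of 50 probe sets of these genes higher and 4 lower. Different mice on the arrays and in the qPCR cannot be told apart from a difference between the assays, since the mice behind the arrays are not named; Fasn was higher by 0.23 on the arrays. Whether T0901317, an LXR agonist given to both diseased groups, held these genes up was not tested.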
